# Expression profiles of oviductal mRNAs and lncRNAs in the follicular phase and luteal phase of sheep (*Ovis aries*) with 2 fecundity gene (*FecB*) genotypes

**DOI:** 10.1093/g3journal/jkad270

**Published:** 2023-12-05

**Authors:** Weihao Chen, Zhifeng Li, Rongzhen Zhong, Wei Sun, Mingxing Chu

**Keywords:** sheep, oviduct, lncRNA, mRNA, FecB, follicular phase, luteal phase

## Abstract

*FecB* (also known as *BMPR1B*) is a crucial gene in sheep reproduction, which has a mutation (A746G) that was found to increase the ovulation rate and litter size. The *FecB* mutation is associated with reproductive endocrinology, such mutation can control external estrous characteristics and affect follicle-stimulating hormone during the estrous cycle. Previous researches showed that the *FecB* mutation can regulate the transcriptomic profiles in the reproductive-related tissues including hypothalamus, pituitary, and ovary during the estrous cycle of small-tailed Han (STH) sheep. However, little research has been reported on the correlation between *FecB* mutation and the estrous cycle in STH sheep oviduct. To investigate the coding and noncoding transcriptomic profiles involved in the estrous cycle and *FecB* in the sheep oviduct, RNA sequencing was performed to analyze the transcriptomic profiles of mRNAs and long noncoding RNAs (lncRNAs) in the oviduct during the estrous cycle of STH sheep with mutant (*FecB*^BB^) and wild-type (*FecB*^++^) genotypes. In total, 21,863 lncRNAs and 43,674 mRNAs were screened, the results showed that mRNAs had significantly higher expression levels than the lncRNAs, and the expression levels of these screened transcripts were lower in the follicular phase than they were in the luteal phase. Among them, the oviductal glycoprotein gene (*OVGP1*) had the highest expression level. In the comparison between the follicular and luteal phases, 57 differentially expressed (DE) lncRNAs and 637 DE mRNAs were detected, including *FSTL5* mRNA and LNC_016628 lncRNA. In the comparison between the *FecB*^BB^ and *FecB*^++^ genotypes, 26 DE lncRNAs and 421 DE mRNAs were detected, including *EEF1D* mRNA and LNC_006270 lncRNA. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes functional enrichment analysis indicated that the DE mRNAs were enriched mainly in terms related to reproduction such as the tight junction, SAGA complex, ATP-binding cassette, nestin, and Hippo signaling pathway. The interaction network between DE lncRNAs and DE mRNAs indicated that LNC_018420 may be the key regulator in sheep oviduct. Together, our results can provide novel insights into the oviductal transcriptomic function against a *FecB* mutation background in sheep reproduction.

## Introduction

Lambing traits are considered to be one of the most economically important traits in the sheep industry; however, the molecular mechanisms underlying these traits are still not fully understood. Booroola fecundity (*FecB*), also known as bone morphogenetic protein receptor 1B (*BMPR1B*), is the first gene that was shown to be strongly associated with the fecundity of Booroola sheep and to harbor a mutation (A746G) (Davis *et al.* 2002). This mutation results in an amino acid substitution (Q to R) in the FecB protein and can lead to an additive effect on ovulation number and litter size; 1 copy of the *FecB* mutation can increase the ovulation number by 1.3–1.6 and the litter size by 0.9–1.2, and 2 copies can increase the ovulation number and litter size by 2.73 and 1.1–1.7, respectively (Wang *et al.* 2021). In addition to Booroola sheep, the *FecB* mutation has been identified in Chinese indigenous sheep breeds, it is reported that the litter size of small-tailed Han (STH) sheep carried *FecB* mutation (*FecB*^BB^) were significantly higher (0.92–1.02) than that with wild-type (*FecB*^++^) genotypes, and the *FecB* mutation also had a marked increasing effect on the litter size of Hu sheep, Tan sheep, Luxi Blackhead sheep, etc. Nevertheless, recent observations indicated that ewes with variations in *FecB* could produce singletons (Tian *et al.* 2020). Hence, the molecular mechanisms of *FecB* remain to be determined and warrant further investigation.

Long noncoding RNAs (lncRNAs) are a kind of noncoding RNAs (ncRNAs) with a length of more than 200 nucleotides, which do not encode proteins and were previously referred to as junk RNA (Herman *et al.* 2022). The lncRNAs were proved to have various essential biological roles in, for example, reproduction (He *et al.* 2021), cancers (Peng *et al.* 2017), and muscle development (Baghdadi and Tajbakhsh 2018). In addition, the competitive endogenous RNA (ceRNA) hypothesis demonstrated that lncRNAs can act as microRNA (miRNA) sponges to regulate the expression of target genes involved in various biological activities (Tay *et al.* 2014). The lncRNAs-correlated ceRNA regulatory in female reproduction has been widely studied (Wang and Qin 2019; Sun *et al.* 2021). For example, the lncRNA DANCR was shown to regulate the migration and invasion of trophoblast cells through microRNA-214-5p (Zhang *et al.* 2021), and lncRNA NEAT1 was shown to affect endometrial receptivity by regulating *HOXA10* (Geng *et al.* 2022).

In light of these discoveries, it was assumed that lncRNA plays a similar role in sheep reproduction, and may further be involved in regulating the *FecB* mutation. Sheep reproduction is a dynamic and complicated progress which is regulated by ovarian follicle development, ovulation, and luteinization (Pourlis 2011). As a functional connection between the ovary and the uterus, the oviduct is essential in the preimplantation process of zygotes and embryos (Li and Winuthayanon 2017). Previous research in Rasa Aragonesa sheep has characterized the gene expression during early gestation (Fernandez-Foren *et al.* 2023), and identified subsets of metabolic and reproductive potential candidate genes. However, comparison of the sheep oviductal transcriptomic profiles during the estrous cycle is still lacking, especially noncoding RNA. To investigate the coding and noncoding transcriptomic regulation involved in the estrous cycle and *FecB* in the sheep oviduct, RNA-seq was performed on the oviductal transcriptomic profiles of STH sheep with different *FecB* genotypes. Systematic functional analysis was conducted to obtain an in-depth understanding of the underlying molecular mechanisms and to screen for potential lncRNA or mRNA biomarkers related to sheep estrous cycle.

## Materials and methods

### Sample collection

The experimental STH sheep supplied by Yuncheng Breeding Sheep Farm (Yuncheng, Shandong Province, China) were genotyped in a previous study. Details about the treatment of the experimental sheep, phenotype identification, and initial processing are available in Zhang *et al.* (2019a). All experimental procedures in this study were approved by the Science Research Department of the Institute of Animal Science, Chinese Academy of Agricultural Sciences, Beijing, China (permit number: IAS2019-49).

In brief, all experimental sheep and were kept in a sheltered outdoor paddock and were provided with alfalfa hay and concentrate, with clear water available ad libitum, the TaqMan probe was firstly applied to genotype the sheep population (*n* = 890). Then, six *FecB*^++^ sheep and six *FecB*^BB^ with no significant differences in age, weight, and body size (2.5 ± 0.5 years old; weight 70 ± 5 kg) were randomly selected from STH sheep with the *FecB*^++^ genotype (*n* = 142, wild type, w) and STH sheep with the *FecB*^BB^ genotype (*n* = 78, mutant type, M), respectively.

All selected sheep were processed by estrous synchronization with Controlled Internal Drug Releasing Device (CIDR; progesterone 300 mg; Zoetis Australia Pty. Ltd., NSW, Australia) for 12 days. The six sheep, comprising 3 FecB^++^ sheep and 3 FecB^BB^ sheep, were euthanized within 45–48 h after CIDR removal (follicular phase) by administering a pentobarbital sodium overdose (1.5 mg/kg), the remaining six sheep were euthanized on day 9 after CIDR removal (luteal phase). Finally, the selected sheep were divided into 4 groups, including FecB^++^ sheep in the follicular phase (wF), FecB^++^ sheep in the luteal phase (wL), FecB^BB^ sheep in the follicular phase (MF), and FecB^BB^ sheep in the luteal phase (ML), based on their genotype record and estrous cycle, the detailed information of selected sheep were shown in Supplementary Table 7. The oviduct isthmus tissues were collected and stored at −80°C for RNA extraction.

### RNA extraction and sequencing

Total RNA was extracted from the stored oviduct tissues with TRIzol reagent. An RNA Nano 6000 Assay Kit (Agilent Technologies, Santa Clara, CA, USA) was used to evaluate the quality of the extracted RNA, and the RNA integrity number (RIN) was determined using an Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, USA); the threshold was set as RIN ≥ 8.0.

Firstly, mRNAs with poly-A tails were enriched by Oligo (dT) magnetic beads. Then, rRNAs (ribosomal RNAs) were depleted by the Ribo-Zero rRNA Removal Kit (Epicenter, San Antonio, TX, USA) by digesting the total RNA, and rRNA-free residues were cleaned by ethanol precipitation. LncRNA and mRNA libraries were constructed using an NEBNext Ultra RNA Library Prep Kit (NEB, Ipswich, MA, USA) for Illumina according to the manufacturer's recommendations. Then, the cDNA of approximately 250–300 bp was screened with the AMPure XP beads system, the PCR products were purified again with AMPure XP beads to obtain the libraries, Qubit 2.0 was used for accurate quantification, and the Agilent Bioanalyzer 2100 system was used to evaluate library quality and sequenced on a HiSeq 2500 platform (pair-end strategy, 150 bp) by Novogene Technology Co., Ltd. (Beijing, China).

### Read assembly

The raw reads in FASTQ format were filtered using fastp (Chen *et al.* 2018) to remove low-quality reads containing poly-N, adapters, or poly A, T, C, or G sequences. The obtained clean reads were mapped to the *Ovis aries* reference genome (Oar_v3.1) using HISAT2 (Kim *et al.* 2015).

Candidate noncoding RNAs with lengths > 200 nt exon numbers ≥ 2 and lacking a canonical open reading frame were identified as candidate lncRNAs. Cuffcompare (Trapnell *et al.* 2012) was used to screen different types of lncRNAs including lincRNA, intronic lncRNA, and antisense lncRNA. Coding and noncoding RNA transcripts were distinguished using Coding-Non-Coding Index (CNCI, Sun *et al.* 2013), Coding Potential Calculator 2 (CPC2, Kong *et al.* 2007), and Protein Families database (Pfam, El-Gebali *et al.* 2019) software. StringTie (Pertea *et al.* 2015) was used to assemble the mRNA transcripts.

### Differential expression analysis

The fragments per kilobase per million mapped reads (FPKM, Trapnell *et al.* 2010) method was used to estimate the expression levels of lncRNA and mRNA transcripts. The DESeq R package (Wang *et al.* 2010) was used to identify differentially expressed (DE) lncRNA and mRNA transcripts in 4 comparisons. lncRNA and mRNA transcripts were considered to be significantly DE when the Benjamini–Hochberg false discovery rate (FDR, Benjamini and Hochberg 1995) adjusted *P*-value (qvalue) was <0.05 (−log10(qvalue) > 1.3) and |log2(fold change)| ≥ 1.

### Prediction of the target genes of LncRNAs and interaction network of DE LncRNA–mRNA pairs

To evaluate the interaction between the mRNAs and lncRNAs, cis- and trans-target genes of the DE lncRNAs were predicted. Coding genes located 100 kb up-/down-stream of the lncRNAs were considered as cis-target genes. Regarding the trans-target gene prediction, Pearson correlation coefficients were calculated between the mRNA expression levels of genes and the lncRNA transcripts. The genes were considered as trans-target genes of corresponding lncRNAs when the |correlation| was ≥0.95 and adjusted *P*-value was <0.01.

Based on the DE analyses results, the DE lncRNA–DE mRNA pairs were selected from the all lncRNA-target gene pairs and were used to construct an interaction network with the Cytoscape software (Shannon *et al.* 2003).

### Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses

Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of the DE mRNAs and target genes of the DE lncRNAs were performed using the GOseq R package (Young *et al.* 2010) and KOBAS (KO-Based Annotation System, Xie *et al.* 2011), respectively. GO terms and KEGG pathways were considered to be significantly enriched when *P* < 0.05 (Fisher's exact test with FDR multiple test correction).

### Data validation

RNA extraction, preparation of first strand cDNA, and real-time quantitative polymerase chain reaction (RT-qPCR) conditions were as described in a previous study (Zhang *et al.* 2019a). Briefly, 6 lncRNAs and 6 mRNAs were randomly selected to verify the reliability of the RNA-seq data. The primers (Supplementary Table 1) for the selected lncRNAs, mRNAs, and reference gene *GAPDH* were designed using Primer Premier 5 software. The RT-qPCRs were performed with cDNA in triplicate. The 2^−ΔΔCt^ method (Livak and Schmittgen 2001) was used to calculate relative expression levels. The results are shown as the fold change of relative expression levels (mean ± standard error) using GraphPad Prism 6 software.

## Results

### Overview of sequencing results

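The isthmus is the narrow, muscular part of the oviduct, so each library from it mixes ciliated and secretory epithelium, stroma and smooth muscle. The 12 Small-Tailed Han ewes behind the libraries were 29 to 41 months old by the sample records, a range that goes beyond the paper's 2.5 ± 0.5 years. MF and ML carry *FecB* BB in the follicular and the luteal phase, and wF and wL carry *FecB* ++ in the same phases, with 3 ewes in each group. The authors trimmed the reads with fastp, aligned them with HISAT2, assembled transcripts with StringTie and deposited FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library). The table used here lists 63,643 transcripts, of which 43,674 are mRNAs and 19,969 lncRNAs. The FPKM of a library sum to at least 423,993 in MF, at most 371,526 in ML, 409,016 to 432,223 in wF and 379,288 to 421,341 in wL. LncRNAs take 2.85 to 8.98% of that sum, and 23.8 to 31.1% of the transcripts of a library are listed at 0. Read counts were not analysed here, so the fragments behind each value are unknown, and a low FPKM can rest on few of them. For the tests, log2(FPKM + 0.1) of 31,290 mRNA transcripts and 15,431 lncRNA transcripts with a mean FPKM of at least 0.1 went into limma, 1 fit with 4 group means over all 12 libraries. The added 0.1 makes fold changes of low transcripts smaller than they are. Gene sums add the mRNA transcripts that could be paired with a gene, 15,202 of them from 10,771 genes, which hold 67.6% of the mean mRNA FPKM. Of these genes 8,676 were tested. Pathways and cell types were followed with 24 gene lists, written before the data were examined.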

Averages of 93,948,897 (MF), 93,872,202 (ML), 94,768,814 (wF), and 99,720,231 (wL) raw reads were obtained from the individual sample of each group. The average mapping rates were 97.62% (MF), 96.05% (ML), 96.85% (wF), and 96.84% (wL), and the average numbers of clean reads were 91,719,898 (MF), 90,158,838 (ML), 91,784,720 (wF), and 96,577,435 (wL). Detailed characteristics of the sequencing results are shown in Supplementary Table 2.

In total, 43,674 mRNAs and 21,863 lncRNAs were identified. Among the lncRNAs, 19,969 were novel lncRNAs (Fig. 1a) and 1,894 were annotated lncRNAs, and 57.3%, 34.8%, and 7.9% of the lncRNAs were intronic lncRNAs, lincRNAs, and antisense lncRNAs, respectively (Fig. 1b). Most of the lncRNAs were 200–3,000 bp long (average 1388 bp) and had 2–8 exons (average 4), whereas most of the mRNAs were 100–5,000 bp long (average 3810) and had an average of 13 exons (Fig. 1c, 1d). Overall, 18,401 cis-target genes of 19,378 corresponding lncRNAs and 8,305 trans-target genes of 11,307 corresponding lncRNAs were predicted.

**Fig. 1.**
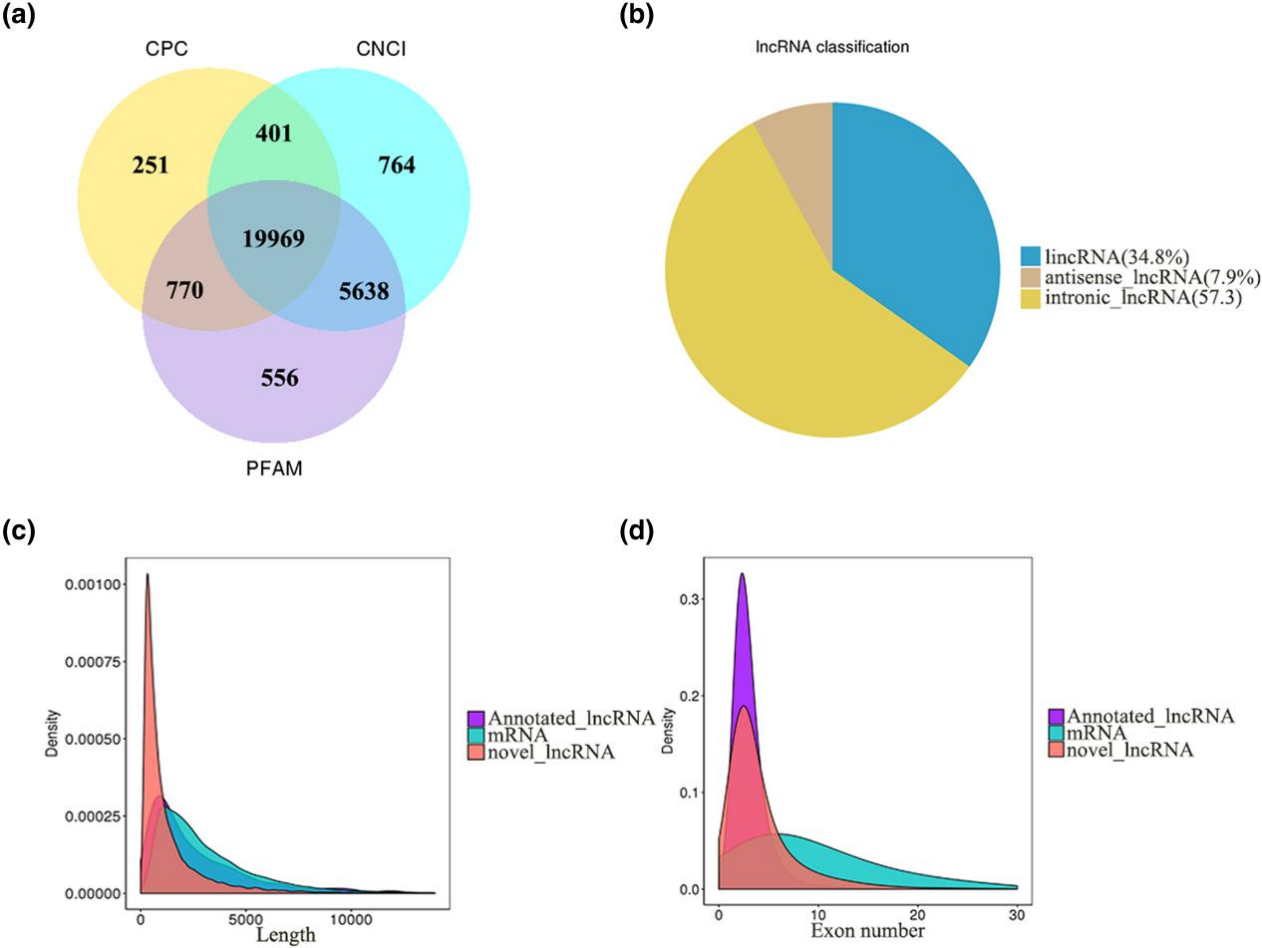
Overview of the RNA sequencing results. a) Classification of coding and noncoding RNAs and identification of long noncoding RNAs (lncRNAs). b) Location of the identified lncRNAs in the genome. c) Length distribution of identified lncRNAs and mRNAs. d) Exon number distribution of identified lncRNAs and mRNAs. CNCI, Coding-Non-Coding Index; CPC, Coding Potential Calculator; PFAM, Protein Families database.

### Transcriptomic profiling and DE analysis

The expression levels of the identified lncRNAs and mRNAs were estimated by calculating the FPKM. The results showed that the mRNAs had significantly higher expression levels than the lncRNAs (Fig. 2a), and that the expression levels of the transcripts were lower in the follicular phase than they were in the luteal phase (Fig. 2b). 

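Coding transcripts stand above noncoding ones in every ewe, and the typical coding transcript reads lower in the follicular than in the luteal phase. Across all listed transcripts, the median of log10(FPKM + 1) was 0.163 ± 0.0146 (mean ± SD of 12 libraries) for mRNAs and 0.0605 ± 0.0221 for lncRNAs. The mRNA median was the higher in 12 of 12 libraries, by 0.0683 to 0.144 (mean 0.102, exact sign-flip p = 0.000488, the smallest that 12 libraries allow). With only transcripts above 0.1 FPKM, the mRNA median was 0.502 ± 0.00549 in the 6 follicular libraries and 0.527 ± 0.00908 in the 6 luteal ones. The groups do not overlap (difference -0.0249, exact permutation p = 0.00216, the smallest possible). Both genotypes share the direction, with 0.503 ± 0.00505 in MF against 0.528 ± 0.0138 in ML and 0.501 ± 0.00694 in wF against 0.526 ± 0.00342 in wL (n = 3 each, exact p = 0.1 in either genotype, the smallest possible). The lncRNA medians do not part by phase, 0.130 ± 0.0151 against 0.135 ± 0.0210 (exact permutation p = 0.701). The mRNA difference is small and depends on where the low transcripts are left out: above 1 FPKM it is -0.0124 (exact p = 0.104), with the zeros included -0.0150 (exact p = 0.0693), and as a mean in place of a median -0.00917 (exact p = 0.0779). After rescaling the libraries to equal sums, which raises all values, it is -0.0798 (exact permutation p = 0.00216).

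**Figure D1:**
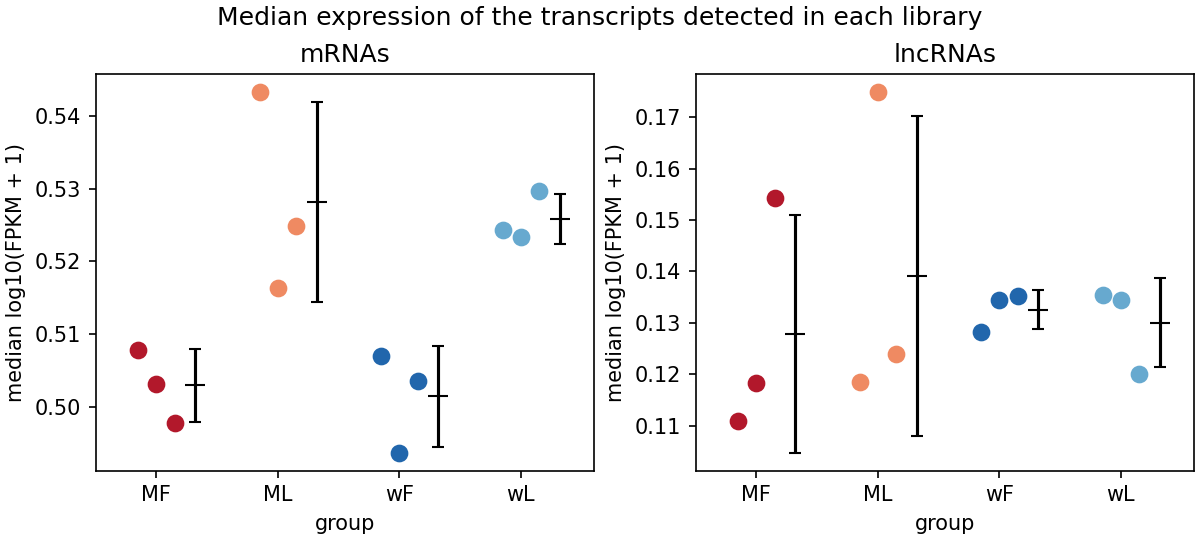
Median log10(FPKM + 1) of the transcripts above 0.1 FPKM in each library, for mRNAs and lncRNAs, by group, with mean ± SD. The mRNA medians of both follicular groups lie below those of both luteal groups, and the lncRNA medians overlap.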

Details of the DE analyses are provided in Supplementary Table 3.

**Fig. 2.**
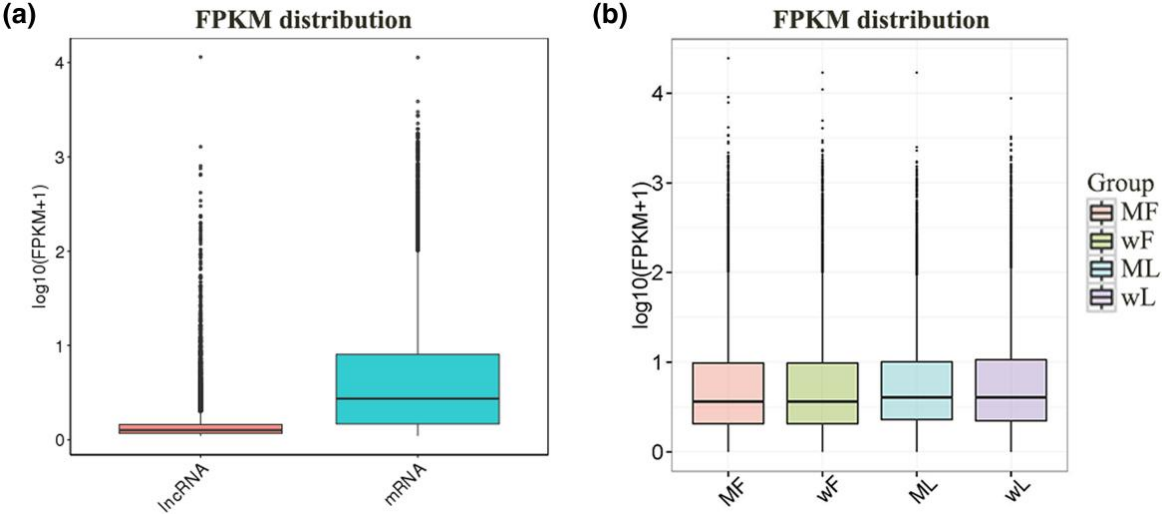
Transcriptomic profiles of the identified lncRNAs and mRNAs. a) Expression levels of the identified lncRNAs and mRNAs. b) Expression levels of the transcripts in different groups. MF, mutant type (*FecB*^++^) STH sheep in follicular phase; wF, wild type (*FecB*^BB^) STH sheep in follicular phase; ML, *FecB*^++^ STH sheep in luteal phase; wL, *FecB*^BB^ STH sheep in luteal phase.

In the comparisons between the follicular and luteal phases, 45 (27 up- and 18 down-regulated) and 12 (4 up- and 8 down-regulated) DE lncRNAs were found in MF vs ML (Fig. 3a) and wF vs wL (Fig. 3b), respectively, and 431 (269 up- and 162 down-regulated) and 206 (106 up- and 100 down-regulated) DE mRNAs were found in MF vs ML (Fig. 3c) and wF vs wL (Fig. 3d), respectively.

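In *FecB* BB ewes genes and transcripts of unlike function differ between the phases, among them a neuropeptide gene and a transcript of a spindle motor. *TAC3*, which encodes neurokinin B, read 8.91 ± 3.52 FPKM in MF and 0.0630 ± 0.0503 in ML (n = 3), a log2 change of 5.77 (SE 0.80, adjusted p = 0.022). The transcript of *KIF2C*, a kinesin that takes apart spindle microtubules, rose from 0.0396 ± 0.0487 in ML to 2.17 ± 0.358 in MF (log2 4.07, SE 0.61, adjusted p = 0.035), while the gene sum is not called. 2 transcripts of the unnamed gene LOC101109935 rose by 8.08 (SE 1.20, 221 ± 58.1 against 2.21 ± 3.21) and 7.12 (SE 0.93, 445 ± 160 against 4.87 ± 4.02). *ARHGAP5*, a GTPase activating protein, went from 0.783 ± 1.36 in ML to 23.3 ± 11.3 in MF (log2 6.23, SE 1.01, adjusted p = 0.034), while wF (23.5 ± 2.11) and wL (29.4 ± 10.2) resemble MF. Lower in MF were *JADE1*, a scaffold of a histone acetylase complex (log2 -7.08, SE 1.40, adjusted p = 0.043, 14.1 ± 3.73 in ML), and *LIPG*, endothelial lipase (log2 -3.64, SE 0.69, adjusted p = 0.043). *VSIG4*, a complement receptor of tissue macrophages, is listed at 0 in MF and at 1.59, 1.15 and 1.40 in ML (adjusted p = 0.032). Among lncRNAs LNC_007979 rose from 0.389 ± 0.255 in ML to 9.54 ± 4.42 in MF (log2 4.38, SE 0.53, adjusted p = 0.00099). In all, limma calls 85 mRNA transcripts between MF and ML (52 higher and 33 lower in MF, 5,641 at unadjusted p < 0.05), 3 lncRNAs and 150 genes (100 higher, 50 lower). Between wF and wL it calls 3 mRNA transcripts, all lower in wF, no lncRNA (738 at unadjusted p < 0.05) and no gene (763). 1 of the 3 is *FAM217B*, log2 -3.73 (SE 0.35, adjusted p = 0.011). At unadjusted p < 0.05, 1,564.5 mRNA transcripts, 771.55 lncRNAs and 433.8 genes are expected by chance. The 738 lncRNAs between wF and wL are below that number. Of the transcripts in Table S3, 33 are among the 85 and 3 among the 3, each in the paper's direction. *ESM1*, an endothelial proteoglycan, rose as well (log2 6.38, SE 1.30, adjusted p = 0.046; 26.5 ± 9.19 against 0.292 ± 0.254), but it is low in all of ML2, ML3, wF2 and wL2. LNC_007979 keeps its call with any 1 of the 6 libraries compared left out. *KIF2C* loses it without MF1, MF2, MF3, ML2 or ML3 and *TAC3* in 2 of 6 fits. *ARHGAP5* loses it in 2 fits as a gene and in 5 as a transcript. *JADE1* and *ESM1* lose it in 6 of 6, *LIPG* in 5, *VSIG4* in 4, and the 2 transcripts of LOC101109935 in 4 and 2. The counts hang on single libraries. Between MF and ML the mRNA count is 15 without MF1, 28 without MF2 and 158 without ML1, and the gene count 2 without MF1, 1 without MF2, 83 without ML1, 55 without ML2 and 81 without ML3. For lncRNAs it is 14 without ML2 and 1 without MF2, ML1 or ML3. Between wF and wL 5 (without wF1) to 33 (without wL2) mRNA transcripts are called. Leaving out 4 libraries that stand apart (ML2, ML3, wF2 and wL2, a choice made after the data were seen) gives 328 and 57 mRNA transcripts, of which 29 and 3 are among those above, 45 lncRNAs between MF and ML, and 101 and 4 genes. With the smooth muscle score as a covariate, added after the data were seen, 2 mRNA transcripts and 1 gene are left between MF and ML. With age as a covariate 15 and 28 are, and with only the 6 libraries 10 genes. By an estimate from the low values, ML libraries hold 0.744 to 0.794 of the fragments per clean read that MF1 holds, and MF libraries 0.998 to 1.07, so depth differs along with MF against ML. With ML1 alone in its group, the fit without the 4 libraries takes ML to vary like the other groups.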

**Fig. 3.**
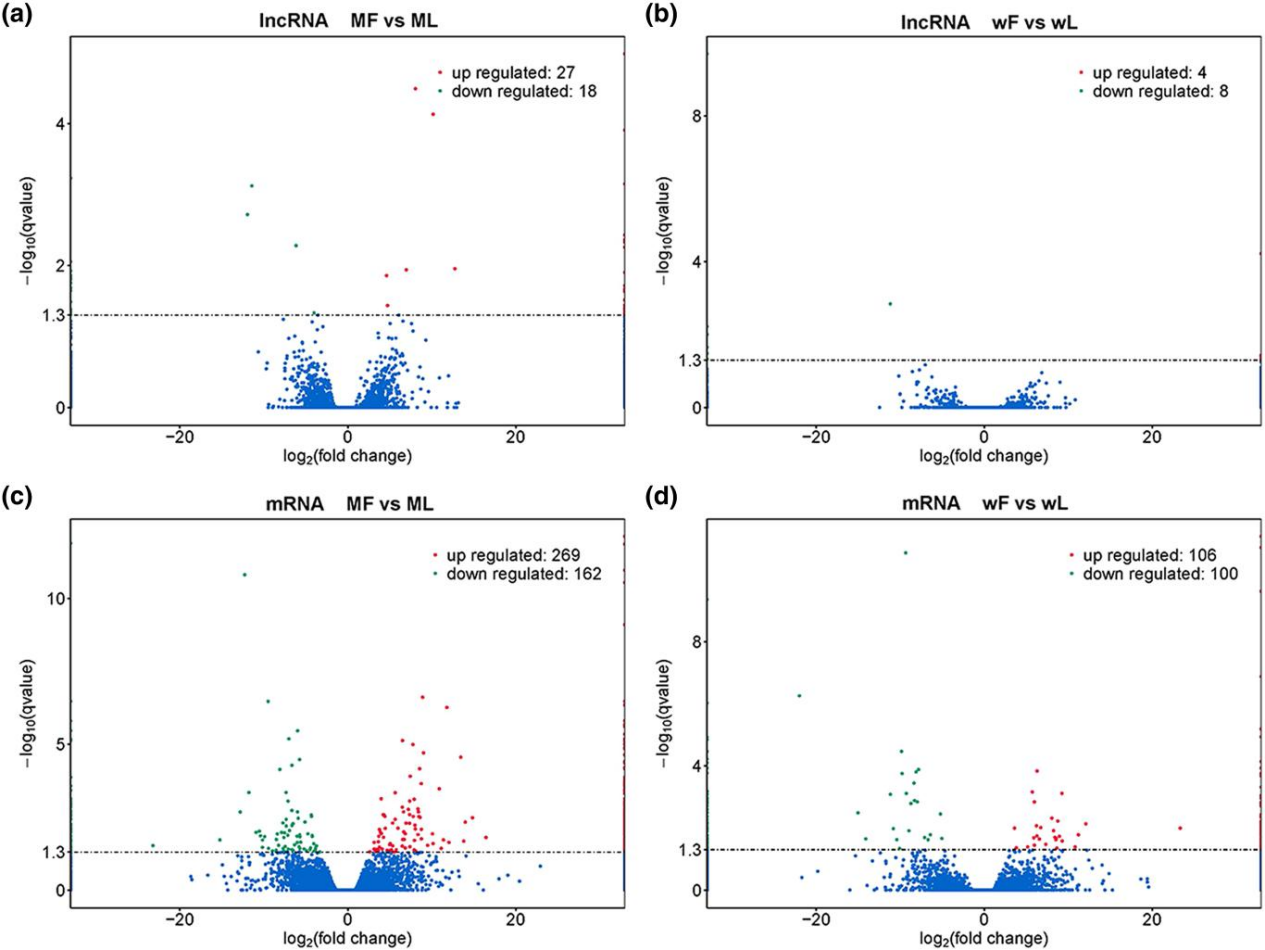
Differentially expressed (DE) lncRNAs and mRNAs in comparisons between the follicular (F) and luteal (L) phases. (a, b) Volcano plots of DE lncRNAs in MF vs ML and wF vs wL. (c, d) Volcano plots of DE mRNAs in MF vs ML and wF vs wL.

In the comparisons between the *FecB*^BB^ and *FecB*^++^ genotypes, 14 (10 up- and 4 down-regulated) and 12 (3 up- and 9 down-regulated) DE lncRNAs were found in MF vs wF (Fig. 4a) and ML vs wL (Figure.4B), and 214 (109 up- and 105 down-regulated) and 207 (88 up- and 119 down-regulated) DE mRNAs were found in MF vs wF (Fig. 4c) and ML vs wL (Fig. 4d), respectively.

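Among gene sums the genotype difference of smallest adjusted p lies in *BUB1*, a kinase of the spindle checkpoint, read almost only in BB ewes in the follicular phase. The sum holds a single paired transcript, so other transcripts of the gene could be missed. That transcript read 2.20, 3.42 and 3.03 FPKM in MF, was listed at 0 in ML, and did not pass 0.0583 in any wF or wL library (MF against wF log2 4.66, SE 0.36, adjusted p = 0.00085 over genes). *KCNK2*, a potassium channel of stretched smooth muscle, was lower in MF than in wF (log2 -2.65, SE 0.33, adjusted p = 0.045) at low levels throughout, 0.578 ± 0.0807 in wF, and with any 1 of the 6 libraries left out it is no longer called. XM_012097467.2, a transcript not paired with a gene, read 7.45 ± 2.60 in MF and 0.510 ± 0.0757 in wF (log2 3.57, SE 0.37, adjusted p = 0.011). In the luteal phase a transcript of *LIG4*, a DNA ligase of double-strand break repair, is listed at 0 in ML and at 1.93, 3.59 and 1.86 in wL (adjusted p = 0.0037), and that transcript is also at 0 in MF and wF. A transcript of *FAM217B* fell in ML against wL (log2 -3.68, SE 0.35, adjusted p = 0.0084, wL 1.32, 1.08 and 1.38). A transcript of *CEP152*, which encodes a centriole protein, is listed at 0 in ML and at 1.71, 1.82 and 1.05 in wL (adjusted p = 0.023), and LNC_000289 at 1.31, 0.996 and 0.932 in ML and 0 in wL (adjusted p = 0.026). *BUB1*, *LIG4*, *FAM217B* and XM_012097467.2 keep their calls with any 1 of the 6 libraries compared left out, while *CEP152* loses it without wL1. LNC_000289 loses it without ML1, ML3, wL1 or wL3. The libraries outside a comparison share the fit and were not left out. Counted with limma, 5 mRNA transcripts are higher in MF than in wF and none lower (1,105 at unadjusted p < 0.05), and 10 are lower in ML than in wL and none higher (2,887). No lncRNA is called between MF and wF (428 at unadjusted p < 0.05) and 1 between ML and wL (855). By chance 1,564.5 mRNA transcripts, 771.55 lncRNAs and 433.8 genes are expected at that p. The transcript and lncRNA counts between MF and wF are below those numbers. 2 genes are called between MF and wF, *BUB1* and *KCNK2*, and none between ML and wL (1,133 at unadjusted p < 0.05; 8 are called without ML1 and 12 without ML2). All 5 and 8 of the 10 mRNA transcripts stand in Table S3 with the same direction. Left-out libraries move these counts upwards for the most part, to between 8 (without MF1) and 19 (without wF3) from MF against wF, and to between 11 (without wL3) and 56 (without ML1) from ML against wL. Without ML2, ML3, wF2 and wL2, left out after the data were seen and with ML1 alone taken to vary like the other groups, 14 and 223 mRNA transcripts are called, 0 of the 5 and 7 of the 10 among them, with 3 and 14 genes. The lists that move between these groups include smooth muscle, lower in MF than in wF (adjusted p = 5.4e-08) and higher in ML than in wL (adjusted p = 0.000179). They also include fibroblast genes, higher in ML (adjusted p = 0.00121). Each of these adjusted p values takes the camera correlation as 0.01, and with an estimated correlation they are adjusted p = 0.702, 0.635 and 0.635. Without ML3 the fibroblast list has an adjusted p of 0.0652.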

**Fig. 4.**
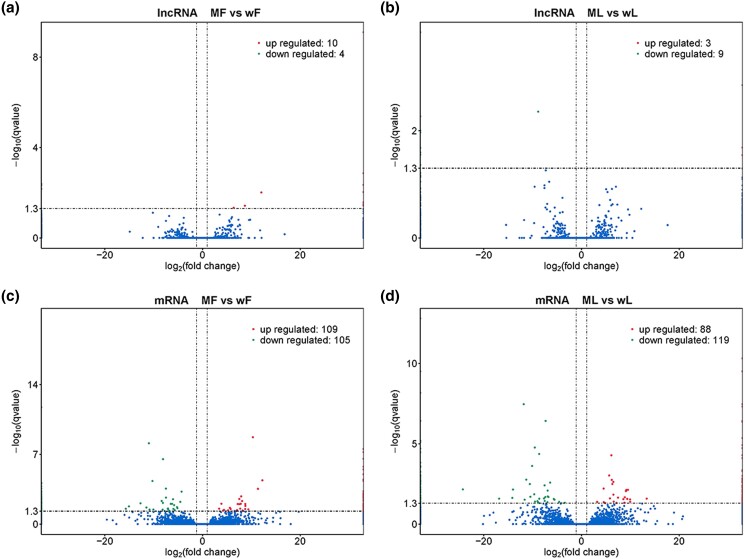
DE lncRNAs and mRNAs in the comparisons between the *FecB*^BB^ and *FecB*^++^ genotypes. (a, b) Volcano plots of DE lncRNAs in MF vs ML and wF vs wL. (c, d) Volcano plots of DE mRNAs in MF vs ML and wF vs wL.

Venn diagrams of the DE lncRNAs and DE mRNAs among different comparison groups are shown in Fig. 5. 

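*EML4*, which encodes a microtubule-binding protein, has 1 transcript that switches between groups while the gene does not. XM_012172873.2 of *EML4* read 1.35, 1.37 and 1.60 FPKM in MF, 0 in ML, wF and wL1, and 0.868 and 1.61 in wL2 and wL3. Summed with the other paired transcripts, *EML4* stays between 4.13 and 5.90 in all 12 libraries. *C2CD5*, a calcium sensor of insulin-driven vesicle transport, is less clear: XM_012175211.2 read 10.6, 15.2 and 0 in MF, 14.5, 0 and 12.1 in wL and 0 in ML and wF, while the gene with it sums to 6.23 to 21.7. *VIRMA*, a subunit of the RNA methylation complex, has its transcript XM_004011833.3 at 54.6 in ML1 and 35.6 in wF2 and at no more than 1.33 elsewhere, so 1 library carries each group. *EPB41L1*, a membrane skeleton protein with 1 paired transcript, read 0.897, 0.521 and 1.53 in ML, 0.715, 1.66 and 0.743 in wF, and 0 in MF and wL (MF against ML adjusted p = 0.033, no longer called without MF1, MF2 or MF3). LNC_006270 read 2.23, 0.950 and 0 in MF, 2.16, 0 and 0.963 in wL and 0 in ML and wF. Its adjusted p was 0.42 for MF against ML, 0.96 for wF against wL, 1 for MF against wF and 0.89 for ML against wL in limma. 3 against 3 libraries separate by chance in 10% of cases, so an on and off pattern over 3 libraries is weak evidence by itself.

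**Figure D2:**
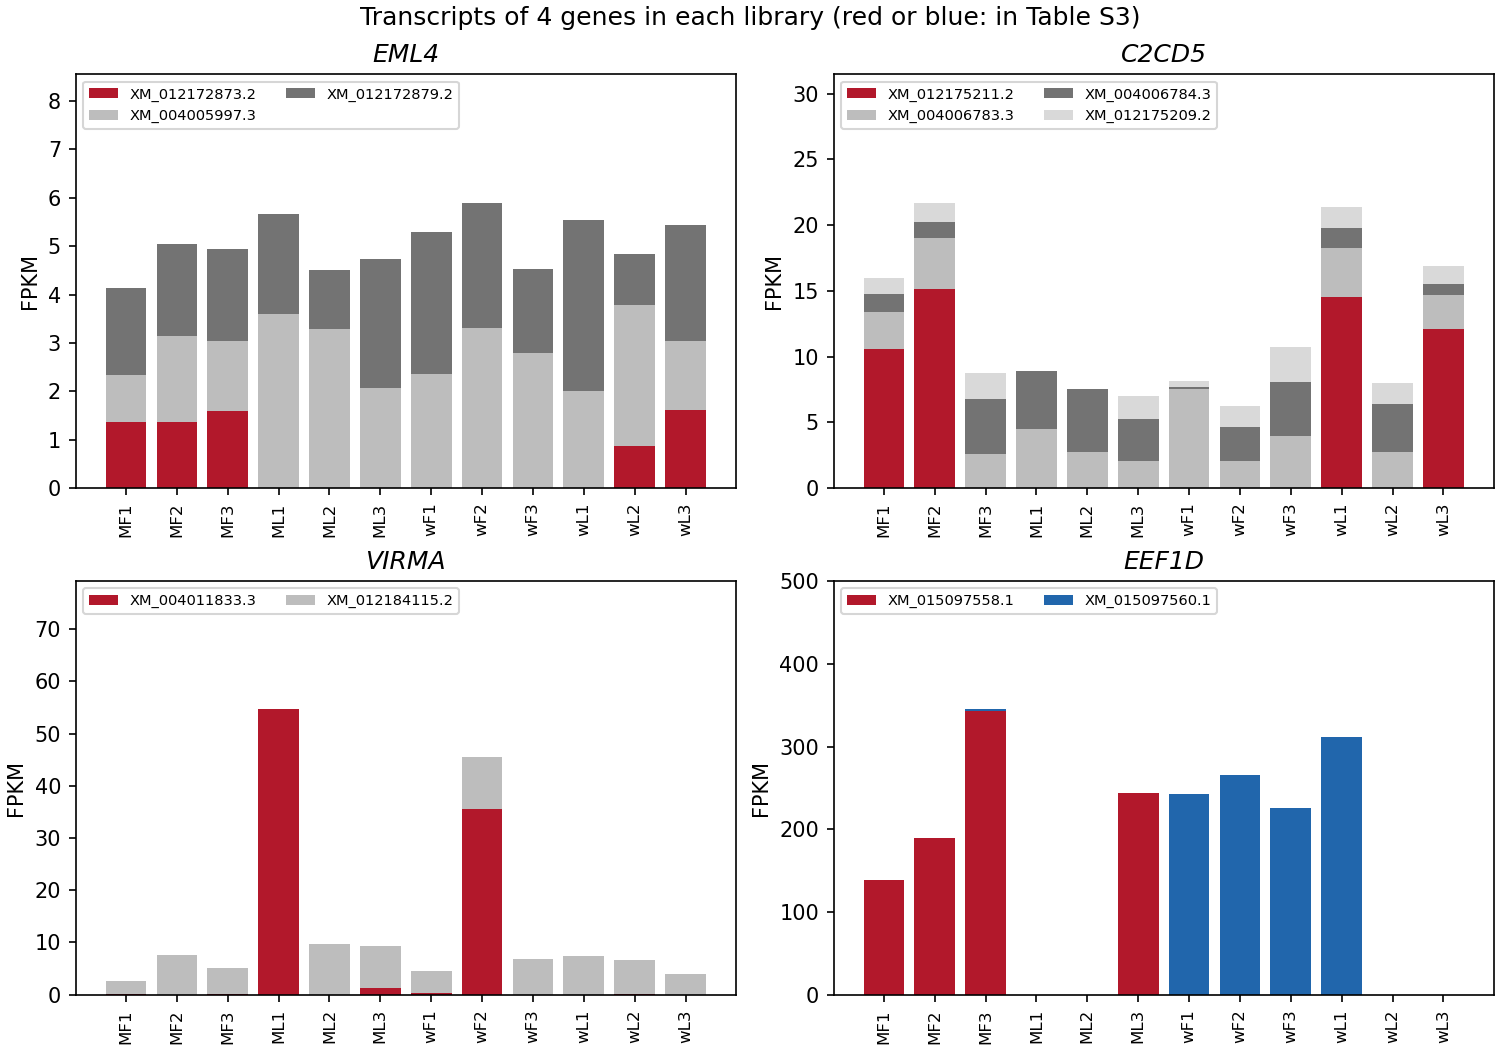
FPKM of the transcripts of *EML4*, *C2CD5*, *VIRMA* and *EEF1D* in each of the 12 libraries, stacked. Red and blue transcripts stand in Table S3 and grey ones are the other paired transcripts of the gene; the coloured parts come and go while the *EML4* total holds.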

LNC_006270 and 4 mRNAs (*C2CD5*, *EPB41L1*, *EML4*, and *VIRMA*) were differentially expressed in all 4 comparisons.

**Fig. 5.**
Venn diagrams of the DE lncRNAs and DE mRNAs among different comparison groups. a) DE lncRNAs. b) DE mRNAs.

Heatmaps of the DE lncRNAs and mRNAs showed the differences between the transcriptomic profiles of the MF, ML, wF, and wL groups (Fig. 6). The expression profiles of DE mRNAs between the MF, ML, wF, and wL groups were clearly different.

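The largest difference among the libraries does not divide them by phase or genotype, and muscle and epithelium genes move with it. The first principal component of the 8,676 gene sums holds 36.7% of the variance, the second 13.0% and the next 10.3%. Along the first, ML2, ML3, wF2 and wL2 lie at 47.5, 110, 40.7 and 38.1, and the other 8 libraries between -44.7 and -13.3. 0 of 3 MF, 2 of 3 ML, 1 of 3 wF and 1 of 3 wL libraries are thus on 1 side. The mean log2 level of 12 smooth muscle genes such as *DES* (desmin) was 8.32 ± 0.372 in these 4 and 6.23 ± 0.612 in the other 8, with each of the 4 above all 8. Ciliated cell genes, among them *RSPH9* of the radial spoke, run the other way, 2.89, -1.10, 2.52 and 3.35 in ML2, ML3, wF2 and wL2 against 4.03 to 4.89. Secretory epithelium, with *EPCAM* and *KRT8*, was 3.68 ± 0.819 against 4.83 ± 0.346. 466 genes read higher in each of the 4 than in all other 8 and 570 lower, counts that restate the component from which the 4 were picked. Because 2 of the 4 are ML libraries, the lists of these cells move with MF against ML. Smooth muscle was lower in MF (median log2 -1.83, all 12 genes, adjusted p = 0.000234 by camera, adjusted p = 0.502 with an estimated correlation). *DES* read 117 ± 76.1 in MF and 579 ± 390 in ML and by itself is not called (adjusted p = 0.148). Ciliated cell genes were higher in MF (median 2.34, 28 of 28, adjusted p = 4.9e-05, adjusted p = 0.625 with an estimated correlation), a direction that turns without ML2, ML3, wF2 and wL2 (adjusted p = 0.387), with *RSPH9* at 48.8 ± 14.8 against 16.2 ± 16.3 (adjusted p = 0.154). They were higher in MF than in wF (adjusted p = 0.016, adjusted p = 0.74 with an estimated correlation, 0.886 without wF2), a direction that turns with the smooth muscle score as a covariate (added after the data were seen), and lower in ML than in wL (median -2.24, adjusted p = 0.000123, adjusted p = 0.751 with an estimated correlation, 0.0652 without ML3). Pooled over genotypes they were higher in the follicular phase (median 0.78, adjusted p = 0.0173, adjusted p = 0.672 with an estimated correlation, 0.843 without ML3), and with ML2, ML3, wF2 and wL2 left out the median turns to -0.50. Between wF and wL smooth muscle was higher in wF (adjusted p = 0.00169, adjusted p = 0.624 with an estimated correlation, 0.158 without wL3), as were fibroblast genes (adjusted p = 5.5e-05, adjusted p = 0.48 with an estimated correlation), and leukocyte genes were lower (adjusted p = 0.0256, adjusted p = 0.48 with an estimated correlation, 0.490 without wF2). Endothelial genes were lower in MF than in wF (adjusted p = 0.0392, adjusted p = 0.702 with an estimated correlation, 0.421 without wF2), a call that also ends with quantile normalization. Secretory epithelium passed in no comparison (MF against ML adjusted p = 0.404). The mesothelium and red blood cell lists keep 1 tested gene each, *UPK1B* and *HBQ1*. Camera calls neither, while fry gives *UPK1B* an adjusted p of 0.0339 for MF against ML and 0.0353 by phase, and *HBQ1* 0.0413 by phase, adjusted over the 24 lists. *UPK1B*, a uroplakin, read 155 ± 27.7 in MF, 11.9 ± 10.1 in ML, 107 ± 55.7 in wF and 41.8 ± 45.8 in wL (follicular against luteal log2 3.18, SE 0.79, adjusted p = 0.071).

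**Figure D3:**
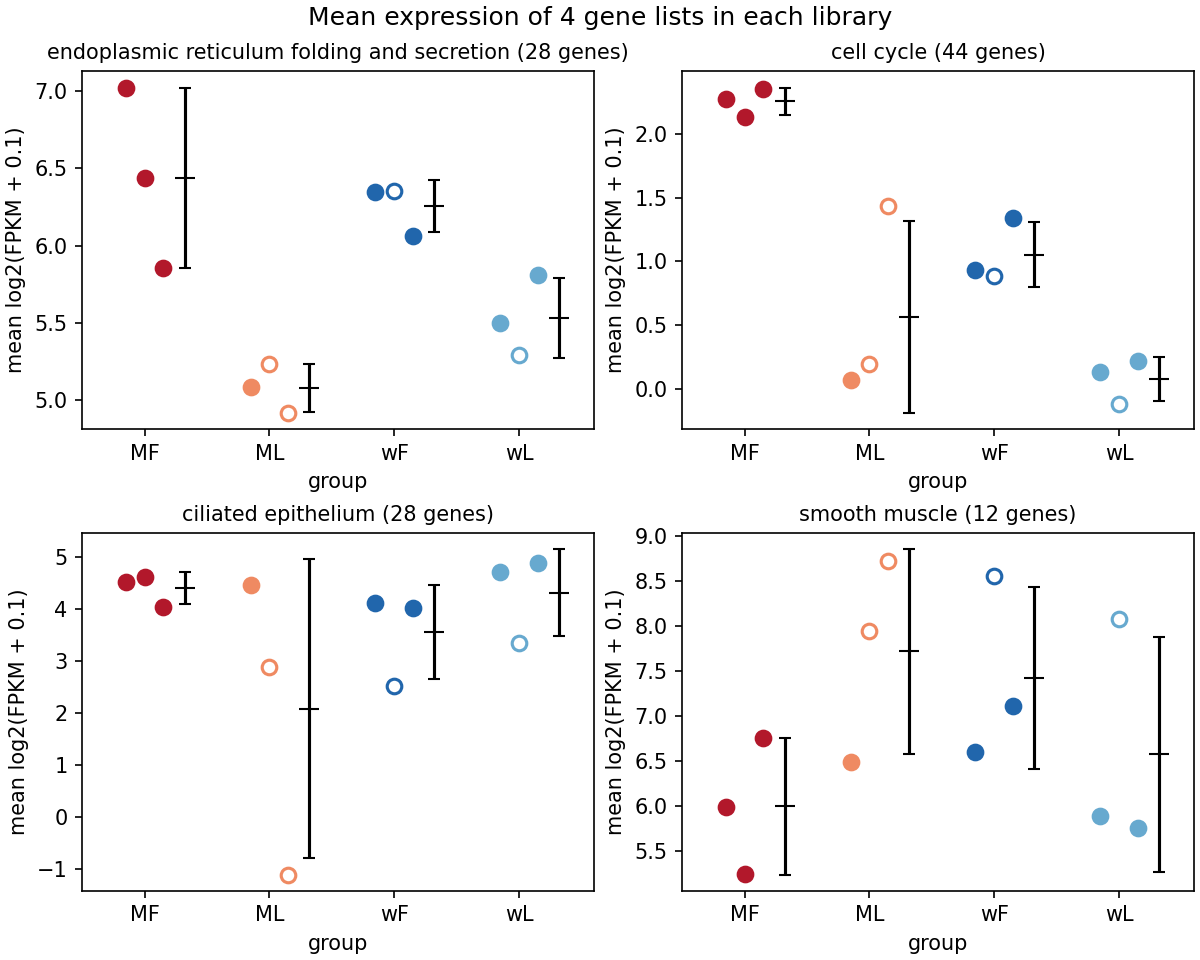
Mean log2(FPKM + 0.1) of the endoplasmic reticulum, cell cycle, ciliated cell and smooth muscle lists in each library, by group, with mean ± SD; open circles are ML2, ML3, wF2 and wL2. The open circles are high for smooth muscle and low for ciliated cells, and the follicular groups are high for the endoplasmic reticulum.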

**Fig. 6.**
Heatmaps of the transcriptomic profiles of the DE lncRNAs and DE mRNAs. a) DE lncRNAs. b) DE mRNAs.

### GO and KEGG analysis

To explore the underlying mechanisms of sheep estrous cycle, GO and KEGG analyses were conducted for the target genes of DE lncRNAs and DE mRNAs. The top enriched GO terms and KEGG pathways are shown in Figs. 7–10. Details of the functional enrichment results are provided in Supplementary Tables 4 and 5.

**Fig. 7.**
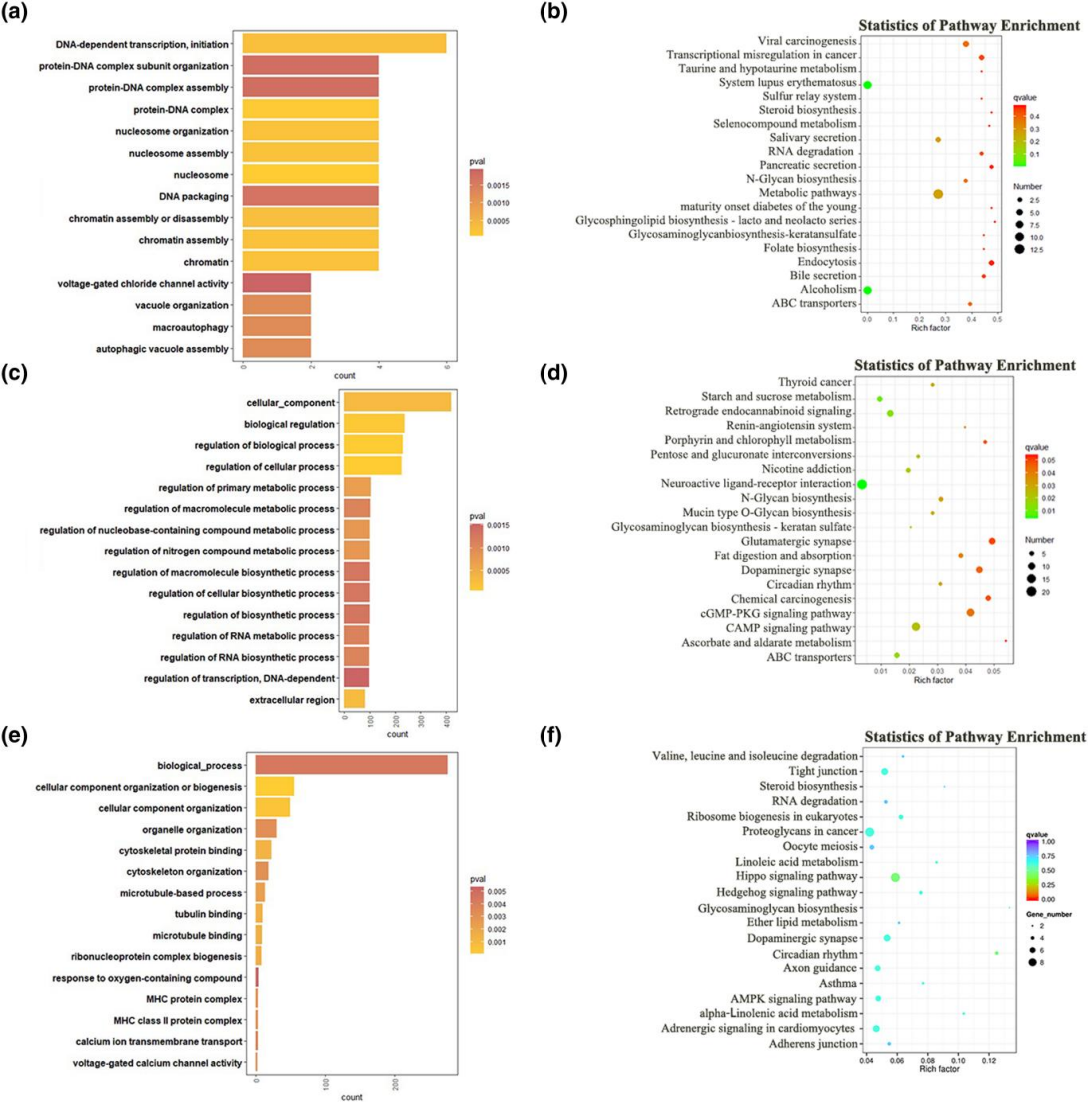
Top enriched GO terms and KEGG pathways of DE mRNAs and target genes of DE lncRNAs in the MF vs ML comparison. a) Top enriched GO terms of cis-target genes of DE lncRNAs. b) Top enriched KEGG pathways of cis-target genes of DE lncRNAs. c) Top enriched GO terms of trans-target genes of DE lncRNAs. d) Top enriched KEGG pathways of trans-target genes of DE lncRNAs. e) Top enriched GO terms of DE mRNAs. f) Top enriched KEGG pathways of DE mRNAs.

#### GO and KEGG analysis of DE lncRNAs and DE mRNAs in the follicular (F) and luteal (L) phases

In the MF vs ML comparison, cis-target genes of the DE lncRNAs were significantly enriched in 156 GO terms. Among them, the top enriched GO terms were DNA-dependent transcription, protein-DNA complex, and nucleosome. Trans-target genes of the DE lncRNAs were significantly enriched in 156 GO terms. Among them, the top enriched GO terms were regulation of biological process, regulation of cellular process, and biological regulation. The DE mRNAs were significantly enriched in 125 GO terms. Among them, the top enriched GO terms were cellular component organization or biogenesis, cellular component organization, cytoskeletal protein binding (Fig. 7).

In the KEGG analysis, cis-target genes and trans-target genes of DE lncRNAs, and DE mRNAs, were significantly enriched in 7, 19, and 14 KEGG pathways, respectively. Among them, several important pathways related to reproduction were enriched, including the ABC transporters, and AMPK signaling (Fig. 7).

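ABC transporters pump steroids, lipids and drugs out of cells, and AMPK is the kinase that senses a fall in ATP. The ABC list tilts down in MF against ML without passing (median log2 -0.28, 5 of 18 genes higher, adjusted p = 0.293 by camera). Its best known pump, *ABCB1*, read 5.19 ± 1.09 FPKM in MF and 17.1 ± 12.8 in ML (log2 -1.46, SE 0.53, adjusted p = 0.13), and *TAP1*, which carries peptides for antigen presentation, 34.2 ± 5.90 and 15.1 ± 7.12 (log2 1.29, SE 0.47, adjusted p = 0.14). The AMPK list is lower in MF at the border of the test (median log2 -0.23, 13 of 38 genes higher, adjusted p = 0.0562 by camera, 0.344 with an estimated correlation). It is called by fry, which allows for correlation between the genes (adjusted p = 0.0339). By phase over both genotypes fry calls it too (adjusted p = 0.0320) and camera does not. *FOXO3*, a stress transcription factor that AMPK phosphorylates, fell from 18.4 ± 5.47 in ML to 7.49 ± 1.72 in MF (log2 -1.26, SE 0.28, adjusted p = 0.049). *GYS1*, muscle glycogen synthase, fell from 8.17 ± 1.88 to 3.40 ± 0.489 (log2 -1.22, SE 0.27, adjusted p = 0.049). *SIRT1*, a deacetylase that activates AMPK, was lower in MF too (7.55 ± 0.267 against 12.9 ± 0.396, adjusted p = 0.043) but by less than 2-fold. *FBP1*, a gluconeogenic enzyme, leaned the other way (log2 1.94, adjusted p = 0.072). In *FecB* ++ neither list moves between wF and wL (adjusted p = 0.942 for ABC, 0.788 for AMPK). Only 18 of 43 ABC genes and 38 of 61 AMPK genes could be tested, so a change among the rest would be missed.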

In the wF vs wL comparison, cis-target genes of DE lncRNAs were significantly enriched in 44 GO terms. Among them, the top enriched GO terms response to chemical stimulus, ATP-binding cassette (ABC) transporter complex, and uridylyltransferase activity. Trans-target genes of DE lncRNAs were significantly enriched in 68 GO terms. Among them, the top enriched GO terms were host cell nucleus, host intracellular organelle, and host intracellular membrane-bounded organelle. The DE mRNAs were found significantly enriched in 111 GO terms. Among them, the top enriched GO terms were cellular response to stress, DNA repair and protein-DNA covalent cross-linking (Fig. 8).

**Fig. 8.**
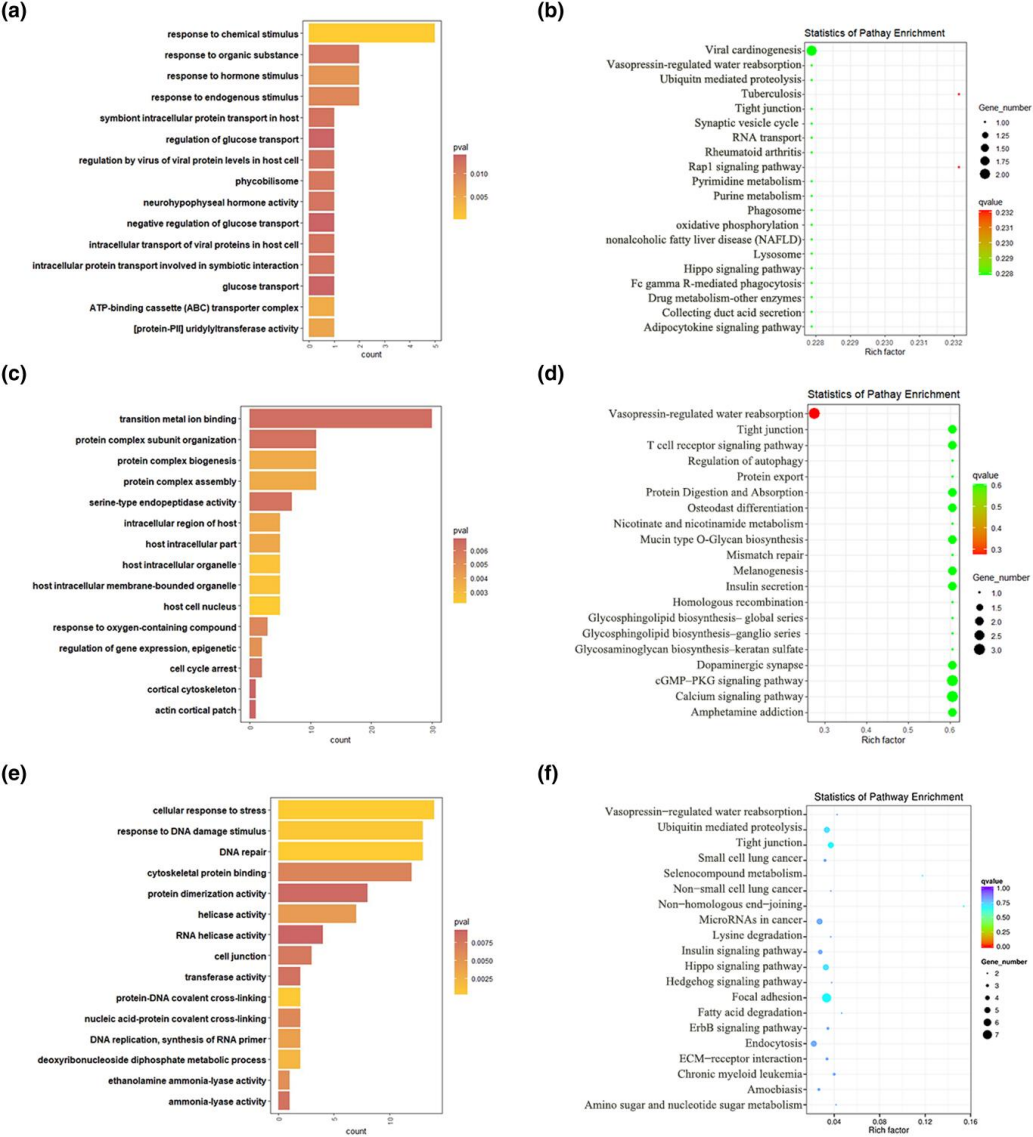
Top enriched GO terms and KEGG pathways of DE mRNAs and target genes of DE lncRNAs in the wF vs wL comparison. a) Top enriched GO terms of cis-target genes of DE lncRNAs. b) Top enriched KEGG pathways of cis-target genes of DE lncRNAs. c) Top enriched GO terms of trans-target genes of DE lncRNAs. d) Top enriched KEGG pathways of trans-target genes of DE lncRNAs. e) Top enriched GO terms of DE mRNAs. f) Top enriched KEGG pathways of DE mRNAs.

In the KEGG analysis, cis-target genes and trans-target genes of DE lncRNAs, and DE mRNAs, were significantly enriched in 4, 3, and 6 KEGG pathways, respectively. Among them, several important pathways related to reproduction were enriched, including the Hippo signaling pathway and metabolism-related pathways (Fig. 8).

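The Hippo pathway restrains organ growth by keeping YAP and TAZ out of the nucleus. In *FecB* ++ ewes its genes are nearly level between the phases: 6 of 29 were higher in wF, with a median log2 change of -0.15 (camera adjusted p = 0.517), and limma calls none. *LATS1*, the kinase that phosphorylates YAP, read 17.9 ± 0.0927 FPKM in wF and 22.1 ± 2.97 in wL (log2 -0.29, adjusted p = 0.57). *TEAD1*, the DNA-binding partner of YAP, is listed at 0 in wF with an adjusted p of 0.49. Of all genes, among those with the smallest p is *ATOX1*, a copper chaperone, at 106 ± 18.4 in wF and 37 ± 3.25 in wL (log2 1.50, SE 0.25, adjusted p = 0.17). *U2SURP*, a splicing factor, read 19.1 ± 0.556 against 35.5 ± 1.47 (log2 -0.89, SE 0.15, adjusted p = 0.17). Steroid receptor genes were higher in wF (median log2 0.55, adjusted p = 0.00307, adjusted p = 0.42 with an estimated correlation, 0.0976 without wF2). The mean log2 level of that list is 4.03 in wF2 and 2.18 and 2.11 in wF1 and wF3. It averages 3.21 in ML2, ML3, wF2 and wL2 and 2.10 in the other 8 libraries. *PGR*, the progesterone receptor, read 133 ± 65.1 in wF and 47.9 ± 19.8 in wL. PPAR, the lipid sensing pathway, had an adjusted p of 0.12 (median log2 0.28), and the immediate early and heat shock list 0.186.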

#### GO and KEGG analysis of DE lncRNAs and DE mRNAs in the FecB^BB^ (M) and FecB^++^ (w) genotypes

In the MF vs wF comparison, cis-target genes of DE lncRNAs were significantly enriched in 77 GO terms. Among them, the top enriched GO terms were cellular process involved in reproduction, exo-alpha-sialidase activity, and alpha-sialidase activity. Trans-target genes of DE lncRNAs were significantly enriched in 425 GO terms. Among them, the top enriched GO terms were cellular localization, Golgi vesicle transport, and G-protein coupled receptor binding. The DE mRNAs were significantly enriched in 135 GO terms. Among them, the top enriched GO terms were cellular protein modification process, protein modification process and macromolecule modification (Fig. 9). In the KEGG analysis, cis-target genes and trans-target genes of DE lncRNAs, and DE mRNAs, were significantly enriched in 4, 10, and 7 KEGG pathways, respectively. Among them, several important pathways related to reproduction were enriched, including the AMPK signaling pathway and cell cycle (Fig. 9).

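Most cell division genes read higher in the follicular phase of BB ewes than of ++ ewes, without passing the stricter tests as a group. AMPK genes are not set apart. Of 44 cell cycle genes 41 were higher in MF than in wF, with a median log2 change of 1.35 (camera adjusted p = 1.4e-23, adjusted p = 0.212 with an estimated correlation). Of 10 divisions of the libraries of these groups, the real one included, 5 call as many lists, and fry calls no list here. Besides *BUB1* no cell cycle gene passes over all genes, and 4 pass when adjusted over the list alone. *PRC1*, which bundles the spindle midzone, read 7.64 ± 0.795 FPKM in MF and 2.91 ± 1.42 in wF, and *KIF20A*, a kinesin of cytokinesis, 4.68 ± 0.740 and 1.58 ± 1.01. *BIRC5* (survivin), an inhibitor of apoptosis at the centromere, read 7.31 ± 0.316 and 2.40 ± 1.10. *MAD2L1*, another spindle checkpoint gene, read 15.4 ± 0.162 and 10.2 ± 1.90. The list keeps its call with any single library left out. In the AMPK list 13 of 38 genes were higher in MF, with a median of -0.10 and a mean of 0.02 (adjusted p = 0.309), so median and mean differ in sign. *GYS1* (log2 -0.54) and *SIRT1* (log2 -0.27) each have an adjusted p of 1. Complement and innate immunity genes were higher in MF (median log2 0.32, 24 of 31, adjusted p = 0.0311, adjusted p = 0.702 with an estimated correlation, 0.385 without wF2). *CFB*, complement factor B, read 141 ± 54.2 in MF and 43.2 ± 4.95 in wF. Steroid receptor genes were lower in MF (median log2 -0.55, adjusted p = 0.0392, adjusted p = 0.702 with an estimated correlation, 0.393 without wF2), and not after quantile normalization.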

**Fig. 9.**
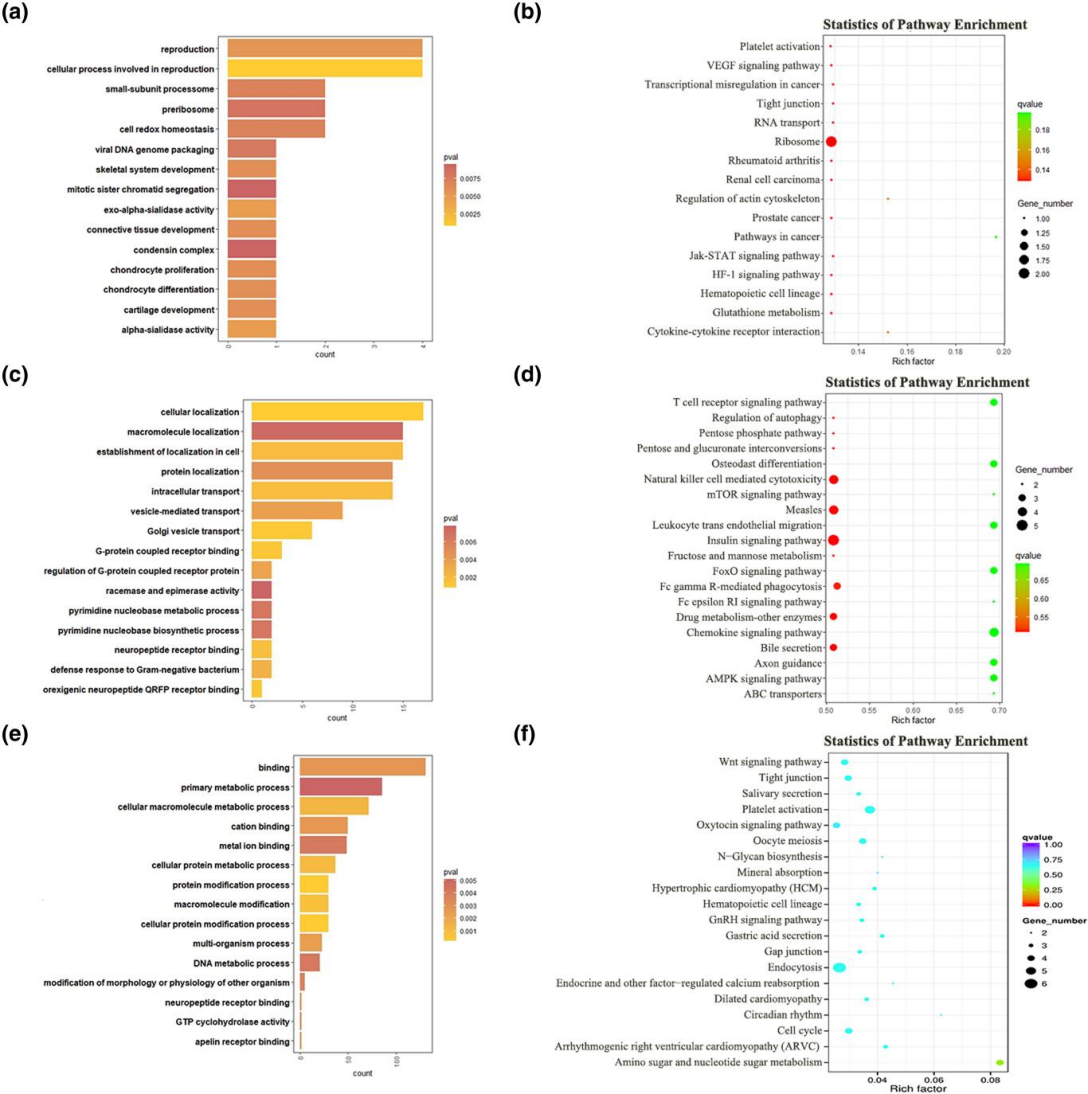
Top enriched GO terms and KEGG pathways of DE mRNAs and target genes of DE lncRNAs in the MF vs wF comparison. a) Top enriched GO terms of cis-target genes of DE lncRNAs. b) Top enriched KEGG pathways of cis-target genes of DE lncRNAs. c) Top enriched GO terms of trans-target genes of DE lncRNAs. d) Top enriched KEGG pathways of trans-target genes of DE lncRNAs. e) Top enriched GO terms of DE mRNAs. f) Top enriched KEGG pathways of DE mRNAs.

In the ML vs wL comparison, cis-target genes of DE lncRNAs were significantly enriched in 118 GO terms. Among them, the top enriched GO terms were solute:sodium symporter activity, symporter activity, and solute:cation symporter activity. Trans-target genes of DE lncRNAs were significantly enriched in 43 GO terms. Among them, the top enriched GO terms were hedgehog receptor activity, host cell nucleus, and host intracellular organelle. The DE mRNAs were significantly enriched in 194 GO terms. Among them, the top enriched GO terms were cellular response to stress, DNA repair, and protein-DNA covalent cross-linking (Fig. 10).

**Fig. 10.**
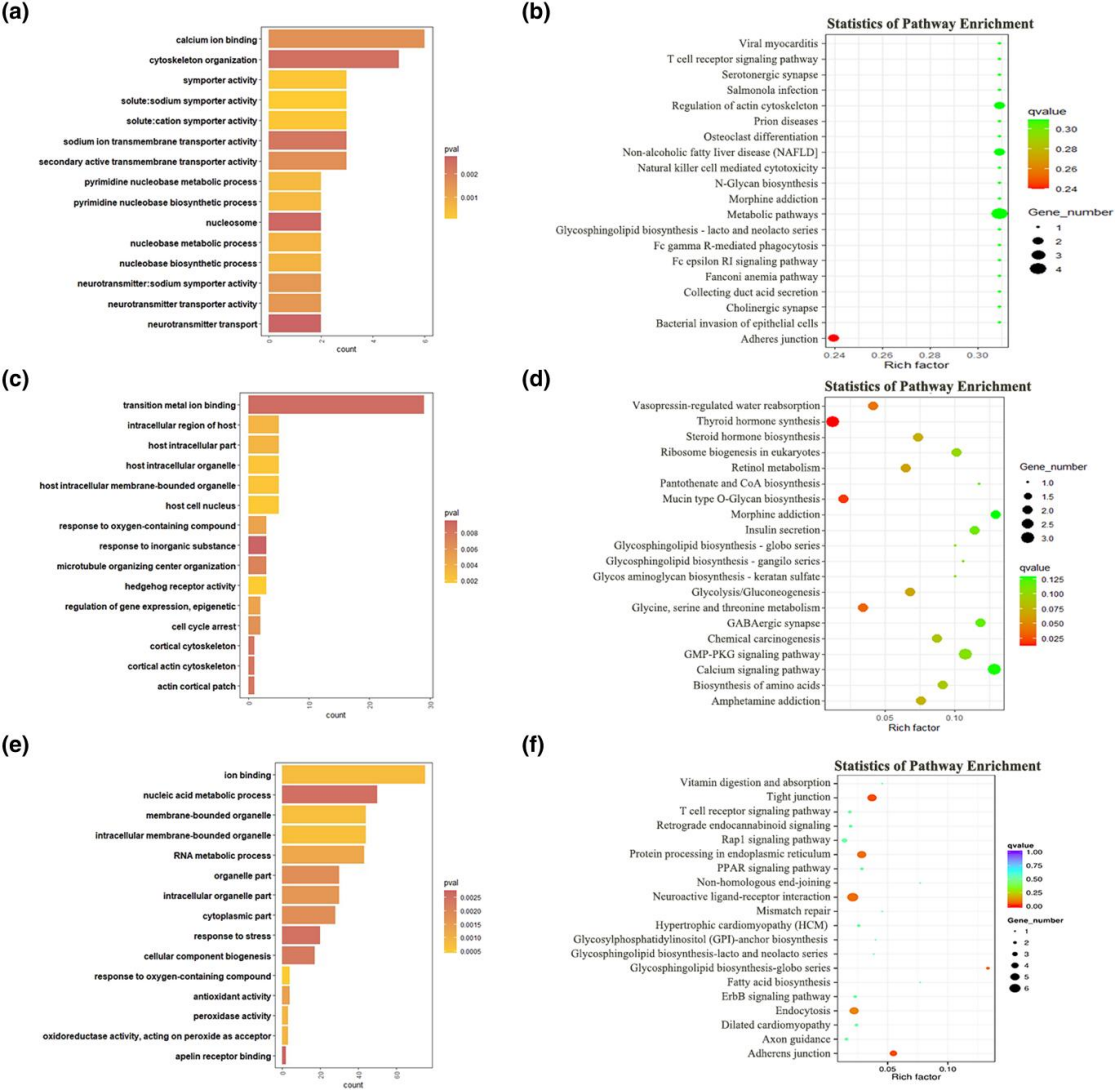
Top enriched GO terms and KEGG pathways of DE mRNAs and target genes of DE lncRNAs in the ML vs wL comparison. a) Top enriched GO terms of cis-target genes of DE lncRNAs. b) Top enriched KEGG pathways of cis-target genes of DE lncRNAs. c) Top enriched GO terms of trans-target genes of DE lncRNAs. d) Top enriched KEGG pathways of trans-target genes of DE lncRNAs. e) Top enriched GO terms of DE mRNAs. f) Top enriched KEGG pathways of DE mRNAs.

In the KEGG analysis, cis-target genes and trans-target genes of DE lncRNAs, and DE mRNAs, were significantly enriched in 4, 4, and 6 KEGG pathways, respectively. Among them, several important pathways related to reproduction were enriched, including the PPAR signaling and Glycine biosynthesis (Fig. 10).

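PPAR receptors switch on fatty acid transport and oxidation, and glycine is made from serine and threonine. Neither list separates ML from wL. For PPAR the median log2 change is -0.16 with 12 of 31 genes higher in ML, the mean -0.11, and camera's direction is up (adjusted p = 0.725), so the signs differ. *ACAA1*, a peroxisomal thiolase, read 29.7 ± 3.65 FPKM in ML and 40.7 ± 7.87 in wL (log2 -0.44, adjusted p = 0.38). *FABP7*, a fatty acid binding protein, had a log2 change of 2.40, *ACSL1*, which activates fatty acids, 0.70, and *DBI*, which binds acyl-CoA, -0.69, none of them called. In the glycine and serine list 5 of 21 genes were higher in ML (median log2 -0.50, adjusted p = 0.529). *GCAT*, which splits threonine to glycine, read 4.79 ± 0.702 in ML and 9.44 ± 0.576 in wL (log2 -0.97), and *GAMT*, which makes creatine from a glycine product, 20.9 ± 2.85 and 31.8 ± 4.12 (log2 -0.60, adjusted p = 0.38). The same list averages 1.70 in ML2, ML3, wF2 and wL2 and 2.36 in the other 8 libraries, each of the 4 below all 8. Of the steroid receptor list 17 genes were tested, and it was higher in ML (median log2 0.50, adjusted p = 0.0133, adjusted p = 0.613 with an estimated correlation, 0.0652 without ML3), and not after quantile normalization.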

### Interaction network analysis

Overall, 138 DE mRNAs were found to be trans-targets of 33 DE lncRNAs (Supplementary Table 6). Among them, LNC_018420, LNC_016630, and LNC_013441 had the largest number of connections with corresponding DE mRNAs (47, 21, and 20, respectively). 

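Each of these 3 lncRNAs is read in only 1 or 2 of the 12 ewes. LNC_018420 read 7.07 FPKM in ML3, 0.672 in ML2 and 0 elsewhere, so ML3 holds 91.3% of its sum. LNC_016630 read 283 in wL1 and 0.533 in MF1, with 99.8% in wL1. LNC_013441 read 1.32 in wF3 and 0.349 in wF2 and 0 elsewhere, 79.1% in wF3. Over the 47 partners of LNC_018420 the median Pearson r across the 12 libraries was 0.779 and the median Spearman rho 0.591. 19 of the 47 reach an absolute r of 0.95, and 8 do so without ML3. For LNC_016630 it is 3 of 21, and 0 without wL1. For LNC_013441 it is 0 of 20, and 1 without wF3. With that library left out each of the 3 is above 0 in 1 library alone, ML2, MF1 and wF2. The counts without it therefore follow that 1 library and do not show pairs that hold.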

The interaction network is shown in Fig. 11 and the network is shown in more detail in Supplementary Fig. 1.

**Fig. 11.**
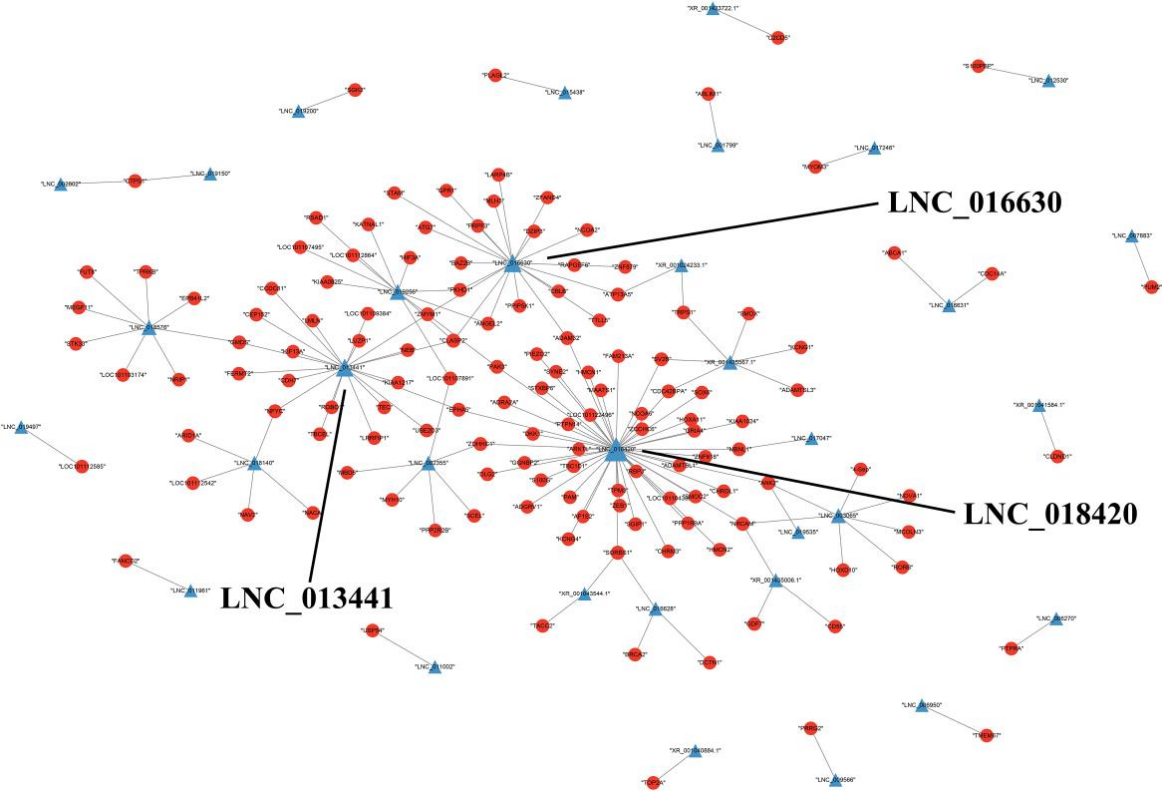
Interaction network constructed using DE mRNAs and corresponding DE lncRNAs.

### Sequencing data validation

The relative expression levels of the selected lncRNAs and mRNAs were obtained by RT-qPCR and compared with their expression levels in the RNA-seq data (Fig. 12). Overall, the lncRNAs and mRNAs expression patterns showed similar trends in the RNA-seq and RT-qPCR analyses (R = 0.78 on average), which indicated the reliability and repeatability of our sequencing data.

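The RNA-seq values of the measured genes differ much in how far the ewes of a group spread. *FGF10*, a growth factor of the stroma, read 1.86 ± 0.923, 2.25 ± 1.06, 1.24 ± 0.504 and 2.20 ± 1.88 FPKM in MF, ML, wF and wL (n = 3 each). *SLC5A1*, a sodium glucose transporter, read 6.54 ± 3.36, 1.83 ± 1.28, 12.0 ± 13.6 and 9.67 ± 7.05 (MF against ML log2 2.03, SE 1.32, adjusted p = 0.44). *TLR5*, the receptor for flagellin, read 11.2 ± 4.40, 7.09 ± 5.43, 8.21 ± 3.89 and 9.89 ± 7.98 (log2 0.83, SE 0.76, adjusted p = 0.59). *ATP13A5*, a cation pump, read 0.0658 ± 0.0449, 3.43 ± 2.66, 0.103 ± 0.0468 and 0.281 ± 0.322 (log2 -4.05, SE 0.78, adjusted p = 0.066). The gene sum of *KIF2C* gave log2 3.28 (SE 0.87, adjusted p = 0.071). Of the lncRNAs, LNC_000311, LNC_019497, LNC_007384 and LNC_002355 had an adjusted p of 0.15, 0.19, 0.28 and 0.38 between MF and ML. RT-qPCR values of single animals were not used here, so the correlation with them was not computed.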

**Fig. 12.**
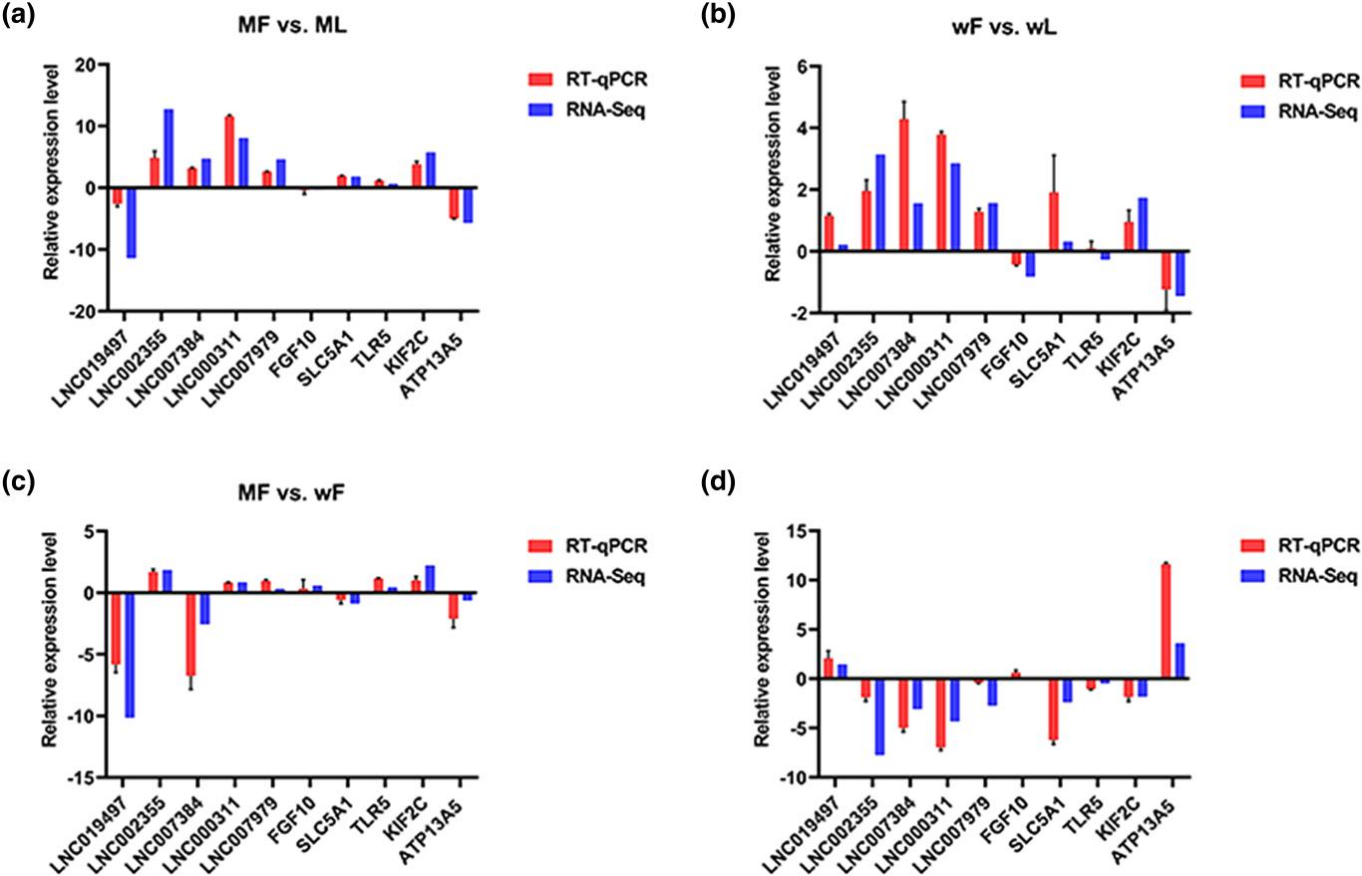
Comparisons of the results of the RNA-seq and RT-qPCR analyses of selected DE lncRNAs and mRNAs. a) MF vs ML. b) wF vs wL. c) MF vs wF. d) ML vs wL.

## Discussion

The ovulation rate of sheep can be genetically controlled at the transcriptional level by several candidate genes, including *FecB* (Davis *et al.* 2002), *BMP15* (Najafabadi *et al.* 2021), and *GDF9* (Chu *et al.* 2011). Previous studies have systemically investigated the transcriptomic profiles of sheep hypothalamus (Zhang *et al.* 2019b), uterus (La *et al.* 2020), and ovary (Li *et al.* 2022) during the estrous cycle, and subsets of coding/noncoding RNAs potentially related to sheep fertility have been discovered. As the connection between ovary and uterus, the oviduct is essential in host fertilization and preimplantation development of the embryo (Li and Winuthayanon 2017); however, little is known about the sheep oviductal transcriptomic profiles during the estrous cycle, especially against a *FecB* mutation background. Hence, RNA-seq of oviduct tissue was performed to investigate how mRNAs and lncRNAs function during the follicular and luteal phases in STH sheep with mutant and wild-type *FecB* genotypes.

### Transcriptomic profiles

In total, 21,863 lncRNAs and 43,674 mRNAs were identified in this study. 

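Between the genotypes the typical transcript is level. The mRNA median of log10(FPKM + 1), over transcripts above 0.1 FPKM, was 0.516 ± 0.0167 in the 6 *FecB* BB ewes and 0.514 ± 0.0143 in the 6 *FecB* ++ ewes (exact permutation p = 0.831). The lncRNA medians were 0.133 ± 0.0253 and 0.131 ± 0.00615 (exact p = 0.844). The lncRNA medians thus spread more among BB than among ++ ewes. Ribosomal protein genes, such as *RPS10*, were among the most abundant transcripts and were slightly lower in BB (median log2 -0.13, camera adjusted p = 0.0166, adjusted p = 0.978 with an estimated correlation, 0.582 without ML1), a difference that ends after quantile normalization (adjusted p = 0.975). A median of relative values cannot show a change of the total RNA per cell.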

Overall, the expression levels of the identified transcript were lower in the follicular phase compared with their levels in the luteal phase, and no differences were observed in the expression level of identified transcripts among the different *FecB* genotypes. The present results are consistent with our previous study of miRNAs and circRNAs in sheep oviduct (Li *et al.* 2021). These results indicate that more lncRNAs and mRNAs were activated in the luteal phase than in the follicular phase, and the *FecB* mutations appear to have a relatively smaller effect on the transcriptomic profiles.

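The number of transcripts found in either phase depends on the level asked for. Above 0.1 FPKM, 26,877 ± 96.8 mRNAs were found in the 6 follicular libraries and 27,223 ± 652 in the 6 luteal ones (exact permutation p = 0.238). That difference of -345 is -566 without ML3 (exact p = 0.00866) and -197 without ML2 (exact p = 0.481). For lncRNAs the counts were 11,356 ± 1,151 and 11,067 ± 1,496 (exact p = 0.703). Above 1 FPKM the mRNA count is higher in the luteal phase, 18,182 ± 465 against 17,623 ± 186 (exact permutation p = 0.0303). Transcripts at 0 in all 3 libraries of 1 group and above 0 in all 3 of the other were counted too. Between MF and ML 218 are on in MF and 274 in ML, 492 together. Between wF and wL there are 117 and 134, between MF and wF 114 and 153, and between ML and wL 152 and 155. With limits of 0.05 and 0.5 FPKM in place of 0 the split is 89 in MF and 35 in ML, and 21 in ML and 52 in wL. Other divisions of the same 6 libraries into 3 and 3 gave up to 364 for MF with ML, 335 for wF with wL, 328 for MF with wF and 423 for ML with wL, so only MF with ML has more than any other division. *VSIG4* and *LIG4* are among the named examples.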

Among the annotated mRNAs, *OVGP1* (oviductal glycoprotein 1) had the highest expression level, and among the annotated lncRNAs, LNC_006353 had the highest expression level. 

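The mRNA with the highest mean is NM_001009779.1, with 11,262 FPKM over the 12 libraries. The gene names used here do not pair *OVGP1* with any accession in the table, so the accession is given in its place. *RARRES1*, a retinoic acid responsive protease inhibitor, follows with 3,853. LNC_006353 has the highest mean among lncRNAs, 11,419, and the next, LNC_016627, reaches 801. 1 lncRNA transcript thus reads as high as the most abundant mRNA, and it alone makes up much of the lncRNA share of a library. FPKM of 1 such transcript push down the FPKM of all others, since they are relative.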

Interestingly, the expression levels of *OVGP1* and LNC_006353 were both higher in the follicular phase compared with their levels in the luteal phase. 

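For the most abundant mRNA the follicular level is the higher, and for the most abundant lncRNA no difference passes. NM_001009779.1 read 20,664 ± 11,125 FPKM in the 6 follicular libraries and 1,861 ± 2,420 in the 6 luteal ones (exact permutation p = 0.00866). By group it was 24,325 ± 5,569 in MF, 447 ± 772 in ML, 17,002 ± 15,432 in wF and 3,276 ± 2,836 in wL, and genotype makes no difference (exact p = 0.866). In ML2, ML3, wF2 and wL2 it read 1.01, 0.961, 10.2 and 4.09, against 1,338 to 30,147 in the other 8 libraries. 1 follicular ewe, wF2, is therefore lower than the 2 luteal ewes of her genotype that are not among the 4. LNC_006353 read 10,009 ± 4,862 in the follicular and 12,829 ± 6,253 in the luteal phase, higher on average in the luteal phase (exact permutation p = 0.413). That excess comes from ML, and in ++ ewes the follicular mean is the higher (exact p = 0.7).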

*OVGP1* is oviduct-specific and is closely related to the fertilization rate and embryo development in mammals (Choudhary *et al.* 2019; Zhao *et al.* 2022). In the present study, LNC_006353 was highly expressed in *FecB*^BB^ sheep oviduct during the luteal phase. 

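LNC_006353 read 23,439, 10,456 and 16,817 FPKM in the 3 ML ewes, the highest group mean (16,904 ± 6,492). MF had 9,041 ± 5,585, wF 10,978 ± 5,009 and wL 8,755 ± 2,409. ML against wL gives an exact permutation p of 0.2, and so does ML against MF (n = 3 each, where 0.1 is the smallest possible). Over both phases BB ewes had 12,972 ± 6,920 and ++ ewes 9,866 ± 3,720 (exact permutation p = 0.372). 3 ewes per group cannot settle a difference of this size.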

Besides, the target gene of LNC_006353-*RNF32*, is a type of zinc finger (ZNF) transcription factors containing ring finger motif and reported to regulating the cellular progress of multiple cell types (Wang *et al.* 2016), such as embryonic stem cells (Liu *et al.* 2022). Although little is known about the function of LNC_006353, the high and dynamic expression profile of LNC_006353 suggests that it may be a key regulator in sheep embryo development.

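Pooled over genotypes, the follicular isthmus reads higher for protein export and for cell division. Of 28 endoplasmic reticulum genes 27 were higher in the follicular phase, with a median log2 change of 0.94 (camera adjusted p = 3.0e-19, adjusted p = 0.192 with an estimated correlation). BB ewes give 1.30 and ++ ewes 0.63. In the luteal phase the list is lower in ML than in wL (median -0.50, adjusted p = 0.0255, adjusted p = 0.751 with an estimated correlation, 0.213 without wL3). *HSP90B1*, the chaperone of that compartment, rose by 1.55 (SE 0.26, adjusted p = 0.032), from 146 ± 36.5 in ML and 206 ± 37.9 in wL to 645 ± 359 in MF and 435 ± 48.8 in wF. *PDIA5*, a disulfide isomerase, rose by 1.96 (SE 0.22, adjusted p = 0.0064) and is called with any single library left out. *DDOST*, which glycosylates new proteins, rose by 1.11 (SE 0.18, adjusted p = 0.030), and *NUCB2*, the precursor of nesfatin, by 1.98 (SE 0.36, adjusted p = 0.037). Cell cycle genes had a median of 1.30, 41 of 44 higher (adjusted p = 6.0e-19, adjusted p = 0.192 with an estimated correlation), with *PRC1* at 2.56 (SE 0.35, adjusted p = 0.016). *TAC3* rose by 5.23 (SE 0.57, adjusted p = 0.0057) with any library left out, and *SLPI*, an antiprotease of mucosal fluid, by 3.28 (SE 0.67, adjusted p = 0.047) with 11 of 12 left-out libraries ending its call. *MAP1LC3C*, of autophagosomes (log2 2.23), *CENPN*, of the kinetochore (2.08), and *MCCD1* (1.86) are also called. *CACNA1D*, a calcium channel, fell in the follicular phase (log2 -3.72, SE 0.69, adjusted p = 0.039), from 4.96 ± 3.75 in ML and 2.55 ± 1.82 in wL to 0.148 ± 0.133 in MF and 0.115 ± 0.112 in wF. *GPNMB*, a macrophage glycoprotein, fell by 2.41 on the log2 scale (9.22 ± 3.91 and 10.4 ± 6.19 in ML and wL, 1.74 ± 0.466 and 1.75 ± 1.09 in MF and wF), and so did *BCL2*, which holds off apoptosis (log2 -1.23, SE 0.21, adjusted p = 0.032), *A2M*, a protease trap (log2 -1.45, SE 0.27, adjusted p = 0.039), *CTTNBP2*, a cortactin partner (-1.27), and *ELMO1*, of cell engulfment (-1.17). Among the genes of largest change all but *PDIA5* and *TAC3* lose the call with some library left out, *CACNA1D* and *A2M* with 10 of the 12. Ribosomal protein genes were higher by a median of 0.26 (42 of 43, adjusted p = 4.0e-10, adjusted p = 0.507 with an estimated correlation), which quantile normalization turns to -0.01 (adjusted p = 0.448), so no direction is given to them. An exact test with the phases exchanged within genotypes, chosen after these lists were seen, gives the mean level of the endoplasmic reticulum list as 6.35 ± 0.398 follicular and 5.30 ± 0.314 luteal, and of the cell cycle list as 1.65 ± 0.678 and 0.324 ± 0.556 (exact permutation p = 0.005 each, the smallest possible; adjusted over 24 lists 0.04). The ribosomal list, to which no direction is given, has the same exact p and adjusted p in that test. The Hippo list does not pass it (exact permutation p = 0.115, adjusted over 24 lists 0.27). limma calls 74 genes between the phases (60 higher, 14 lower in the follicular phase). With age as a covariate it calls 15, and with the smooth muscle score, added after the data were seen, 137. The count is 16 without MF1, 5 without MF2, 34 without ML1, 29 without ML2, 23 without wF1, 42 without wF2, 13 without wF3, 15 without wL1 and 12 without wL2. With ML2, ML3, wF2 and wL2 all left out, after the data were seen and with ML1 alone taken to vary like the rest, it is 93, of which 30 are among the 74. Of 100 divisions of the 12 libraries, the real one included, no other passes 53 calls. For the number of lists called, 5 here, 57 of the 100 do as well, so the camera values by themselves mark only genes that move together. fry gives the endoplasmic reticulum, cell cycle and Hippo lists an adjusted p of 0.00715 each and the ribosomal list 0.0413 by phase, and it calls no list between wF and wL, MF and wF, ML and wL or the genotypes.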

In the comparison between the follicular and luteal phases, 57 DE lncRNAs and 637 DE mRNAs were detected. Similar numbers, 26 DE lncRNAs and 421 DE mRNAs, were detected in the comparison between the *FecB*^BB^ and *FecB*^++^ genotypes. 

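Set side by side in 1 fit, phase reaches more genes than genotype. Pooled over phases, limma calls 1 gene between *FecB* BB and *FecB* ++, *BUB1* (log2 2.26, SE 0.25, adjusted p = 0.031), with 277 genes at unadjusted p < 0.05 against 1,739 for phase. By chance 433.8 of the 8,676 genes are expected at that p, so the genotype count is below that number. The *BUB1* sum holds a single paired transcript. *BUB1* keeps that call in 1 of 12 fits with a library left out, the fit without wL2, and no gene is called without MF1, MF2, ML3, wF3 or wL3. The next by p were *CENPT*, a kinetochore protein (log2 1.80), *EIF2AK4*, a kinase that senses amino acid shortage (1.43), and *KIF20B*, a kinesin of cytokinesis (1.02), each with an adjusted p of 0.99. *EIF2AK4* read 10.8 ± 1.18 FPKM in MF, 9.54 ± 4.09 in ML, 10.4 ± 2.83 in wF and 1.30 ± 0.593 in wL. A phase effect that depends on genotype is called for 1 gene, again *BUB1* (log2 4.79, SE 0.51, adjusted p = 0.0177; 1,130 genes at unadjusted p < 0.05). Without MF1, MF2, ML3 or wL3 no gene is called for it, and without ML2 7 are, the most. For the pooled genotype count 36 of 100 divisions of the libraries, the real one included, call as many, and for the interaction 27 of 100. With ML2, ML3, wF2 and wL2 left out (chosen after the data were seen), 10 and 11 genes are called, and *BUB1* is among neither.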

Notably, 4 mRNAs: *C2CD5* (C2 calcium-dependent domain containing 5), *EPB41L1* (erythrocyte membrane protein band 4.1-like 1), *EML4* (echinoderm microtubule associated protein like 4), and *VIRMA* (vir like m6A methyltransferase associated) as well as LNC_006270 were differentially expressed in all 4 comparisons. The influence of these genes on metabolism and cancers has been reported (Han *et al.* 2019; Gavini *et al.* 2020; Jiang *et al.* 2021); however, little is known about their possible association with reproduction. The dynamic expression profiles of these genes detected in this study suggest that they may act as principal regulators of reproduction in sheep oviduct.

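Gene sums ask whether the whole gene follows its switching transcript. For *EML4* the paired transcripts in the reference give a phase change of -0.18 (SE 0.16, adjusted p = 0.57) and for *VIRMA* -0.46 (SE 0.63, adjusted p = 0.72). Pooled over genotypes, that change cannot answer the question. The *EML4* transcript is read in MF, wL2 and wL3 and the *VIRMA* one mainly in ML1 and wF2, so opposite directions cancel. *C2CD5* sums to 6.90 ± 1.73, 7.79 ± 1.01, 8.37 ± 2.26 and 6.55 ± 1.60 FPKM in MF, ML, wF and wL. These sums leave out the *EML4* and *C2CD5* transcripts of Table S3, which the reference does not hold. The paper proposes from the dynamic profiles that these genes may be regulators in the oviduct. Over all of Table S3, the sum with the listed transcript changes at least 2-fold the same way for 146 of 301 mRNAs with another paired transcript in MF against ML (48.5%), 41 of 161 in wF against wL (25.5%), 42 of 157 in MF against wF (26.8%) and 59 of 156 in ML against wL (37.8%). The median change of these gene sums, taken in the direction of the transcript, is 0.91, 0.21, 0.28 and 0.47 on the log2 scale in the same order, so genes such as *EML4* with a level sum stand beside others that move.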

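*FSTL5*, a secreted protein related to follistatin, is read at low levels and mostly in follicular ewes, though not in all of them. Its transcript XM_012097544.1 read 2.06, 0 and 5.08 FPKM in MF, 2.14, 1.04 and 1.05 in wF, and 0 in every luteal library. All its paired transcripts sum to 3.48, 0 and 6.85 in MF and 2.95, 2.63 and 2.43 in wF, with 0.291 in wL3 as the only luteal value above 0. LNC_016628 has an adjusted p of 0.48 for MF against ML and 0.96 for wF against wL in limma, and it is listed at 0 in 1 follicular ewe of each genotype. A fold change against a group at 0 has no size, so neither can be ranked by it.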

In the comparison between the follicular and luteal phases, 18 mRNAs and 3 lncRNAs were differentially expressed in the 2 comparisons; *FSTL5* and LNC_016628 had the highest differential expression (based on fold change). *FSTL5*, which belongs to the follistatin-like protein family, is a glycoprotein that is involved in cell proliferation, migration, differentiation, and embryo development (Zhang *et al.* 2017; Zhang *et al.* 2020a; Khanshour *et al.* 2021). The research in female goat oviduct showed that another crucial member of FSTL family, *FSTL4*, were also found to be significantly differently expressed between high-fecundity goat and low-fecundity goat in the luteal phase (Sun *et al.* 2022), which indicated the essential roles of FSTL family in reproduction. LNC_016628 was specifically expressed in the follicular phase and was predicted to target *MARK3*, a crucial regulator in the lineage commitment of embryonic stem cells (Jin *et al.* 2020). 

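LNC_016628 is read in 4 of 6 follicular ewes and in no luteal one. Its FPKM are 0, 1.39 and 647 in MF and 0, 148 and 960 in wF. *MARK3*, a kinase that orders microtubules and cell polarity, sums to 15.1 to 22.8 in all 12 libraries, with a phase change of -0.07 (SE 0.13, adjusted p = 0.79) and a genotype change of 0.04 (SE 0.13). Neither change passes the test. A target effect on translation or on a part of the cells would not be seen in these sums.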

Although the specific roles of *FSTL5* and LNC_016628 in sheep reproduction are still unknown, considering their clearly different expression levels in the follicular and luteal phases, we hypothesized that a regulatory relationship may exist between *FSTL5/*LNC_016628 and embryo development. The specific mechanisms involved require careful characterization in future studies.

The *FecB* mutation has been widely studied in ovary and is a key biomarker in sheep reproduction (Xie *et al.* 2023). During the estrous cycle, the *FecB* mutation can partially inactivate the TGFβ/BMP signaling pathway, suppressing the activity of *GDF5* and *BMP4* gene, and leading to increased ovulation rates (Fabre *et al.* 2003); however, the specific genetically roles of *FecB* in the oviduct have not been well documented. 

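Cell division genes lean towards *FecB* BB, without passing the stricter tests as a group. Of 44 cell cycle genes 42 were higher in *FecB* BB over both phases, with a median log2 change of 0.85 (camera adjusted p = 2.5e-31, adjusted p = 0.0981 with an estimated correlation, fry adjusted p = 0.168), and 16 pass when adjusted over the list alone. In the luteal phase alone, ML against wL has a median of 0.47 with 28 of 44 higher (adjusted p = 0.000179, adjusted p = 0.635 with an estimated correlation, 0.504 without ML3). Without ML2, ML3, wF2 and wL2, left out after the data were seen, that direction turns (adjusted p = 0.978). *KIF20B* read 2.58 ± 0.128 FPKM in ML and 0.713 ± 0.0850 in wL. *HAX1*, an apoptosis inhibitor of mitochondria, was among the luteal genes with the smallest p (6.20 ± 1.16 against 14.9 ± 1.10, log2 -1.27, adjusted p = 0.17). From the similar numbers of calls the paper proposes that *FecB* may have a strong effect on the profile. An exact test with the genotypes exchanged within phases, chosen after the lists were seen, gives a cell cycle level of 1.41 ± 1.04 in BB and 0.567 ± 0.567 in ++ (exact permutation p = 0.025; adjusted over 24 lists 0.6). 2 lists are called by genotype, and 96 of 100 divisions of the libraries, the real one among them, call as many.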

In the comparison between the *FecB*^BB^ and *FecB*^++^ genotypes, the numbers of DE mRNAs and DE lncRNAs were similar to those found in the comparison between the follicular and luteal phases, implying that the *FecB* mutation may have a strong effect on transcription profile in sheep oviduct. Among these genes, LNC_006270 and *EEF1D* had the highest differential expression. 

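LNC_006270 is read in 2 of 3 BB ewes in the follicular phase (MF1 and MF2) and in 2 of 3 ++ ewes in the luteal phase (wL1 and wL3), at similar levels, and in none of the ML and wF ewes. Each genotype thus has 2 ewes above 0 and 4 listed at 0, which without read counts does not show that it is absent. *MARK3*, named as its target, shows no difference that passes between the groups. With 4 ewes of 12 above 0, a difference between genotypes or phases cannot be told.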

LNC_006270 was highly expressed in the oviduct of *FecB*^BB^ sheep, and also targeted *MARK3*, which may be involved in embryo development. *EEF1D* was highly expressed in the oviduct of *FecB*^++^ genotype. 

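*EEF1D*, a subunit of translation elongation factor 1, is read as different transcripts in the 2 genotypes. XM_015097560.1 read 243, 266 and 226 FPKM in wF and 312 in wL1, and XM_015097558.1 read 139, 189 and 343 in MF and 244 in ML3. In MF3 the first of them reaches 2.25. The sum of the paired transcripts is 0 in ML1, ML2, wL2 and wL3, although an elongation factor is needed in every cell. The paired transcripts thus miss part of the gene, and whether its level differs between genotypes cannot be told from them. Both transcripts are absent from the reference of gene names and were paired through Table S3, so *EEF1D* was not tested as a gene sum.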

Previous embryonic expression studies showed that *EEF1D* was highly expressed in the embryonic stage of mouse (Zhang *et al.* 2020b) and sheep (Han *et al.* 2022), however, the specific role of *EEF1D* in mammal embryonic development is still unclear. In sea urchins, *EEF1D* was revealed highly expressed in unfertilized eggs and early embryos, and then its expression dropped rapidly during the rapid cleavage and blastocyst stages of embryonic development (Delalande *et al.* 1998). Together, these results indicate that the up-regulation of *EEF1D* may have a negative effect on embryonic development in sheep, and the expression of *EEF1D* can be regulated by the *FecB* mutation.

### Functional analysis

In the comparison between the follicular and luteal phases, most of the enriched GO terms were closely related to reproduction-related metabolic processes, such as the SAGA complex and ATP-binding cassette. 

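The SAGA complex acetylates histones at promoters. Its 14 tested genes do not move as a group in either genotype: median log2 -0.04 and mean 0.05 in MF against ML (camera adjusted p = 0.969), -0.07 in wF against wL (adjusted p = 0.903) and -0.10 pooled (adjusted p = 0.936). *SF3B5*, a splicing factor bound to SAGA, rose in MF (61.9 ± 11.0 against 24.7 ± 3.32 FPKM, log2 1.31, SE 0.20, adjusted p = 0.026). In wF and wL it read 50.2 ± 4.27 and 44.1 ± 11.2. *TADA1*, a core subunit, leaned down in the follicular phase of both genotypes (log2 -0.56 and -0.64, adjusted p = 0.10 and 0.49). The ABC list, pooled over genotypes, had a median of -0.13 (adjusted p = 0.435). *ABCB1* read 6.12 ± 1.44 in wF and 9.72 ± 5.90 in wL, the same direction as in BB ewes without passing.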

Regulation of gene expression during embryo development requires cooperation between histone-modifying enzymes and transcription factors such as Gcn5 and PCAF, which together form a multi-subunit complex called SAGA (Bardot *et al.* 2017). ABC transporters shuttle a wide variety of substrates and take part in embryonic development in direct or indirect ways (Joshi *et al.* 2016). Zou *et al.* (2020) found that ABC transporters were enriched in ovarian follicles of uniparous and multiple goats by comprehensive transcriptomic research. Our findings indicated that the SAGA complex and ABC transporters may be key factors in sheep embryo development. In the KEGG analysis, the Hippo signaling pathway was enriched in the follicular and luteal phase comparisons. 

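Between the phases the Hippo list as a whole leans down in the follicular phase of BB ewes. In MF against ML 7 of 29 genes were higher, with a median log2 change of -0.46 (camera adjusted p = 0.0029, adjusted p = 0.311 with an estimated correlation). Pooled over genotypes the median is -0.33 (adjusted p = 0.00904, adjusted p = 0.192 with an estimated correlation, 0.0613 without ML3). *WWTR1*, which encodes the effector TAZ, read 26.4 ± 4.88 FPKM in MF and 55.3 ± 14.3 in ML (log2 -1.05, adjusted p = 0.072), and *TAOK1*, an upstream kinase, had a log2 change of -0.73 (adjusted p = 0.051). Against the trend *BIRC5*, a target of YAP, rose in the follicular phase (log2 2.10, SE 0.40, adjusted p = 0.039), with 1.57 ± 1.55 in ML and 0.656 ± 0.209 in wL, as other cell cycle genes did. In the luteal phase 21 Hippo genes were higher in ML than in wL (median log2 0.18, mean -0.00, adjusted p = 0.00514, adjusted p = 0.416 with an estimated correlation, 0.0511 without ML3). Pathway members tested number 29 of 53, and RNA levels do not show the phosphorylation by which the pathway works.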

The Hippo signaling pathway is a key driver in embryo development (Beyer *et al.* 2013; Yildirim *et al.* 2021), and differential Hippo activity has been shown to be highly correlated with inner cell mass and the trophectoderm, the first 2 segregate during early embryo development in mammals (Manzanares and Rodriguez 2013; Anani *et al.* 2014). We speculated that the Hippo signaling pathway influenced reproduction by regulating early embryo development in sheep oviduct.

In the comparisons between the *FecB*^BB^ and *FecB*^++^ genotypes, the enriched GO term: cellular processes involved in reproduction (GO:0048610) and reproduction (GO:0000003) were noted because of their close relationship with embryonic development. The mRNA *NES* (nestin) was enriched in these GO terms, and as the key regulator in the neural response, most nestin-positive cells have been found strongly positive for vimentin (Jung *et al.* 2020), a differentiation marker in preimplantation embryo (Viebahn *et al.* 1988; Tolstonog *et al.* 2005). 

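*NES*, an intermediate filament protein of progenitor and vessel cells, varies between ewes more than between groups. Its sum read 2.85 ± 1.43 FPKM in MF, 4.43 ± 2.15 in ML, 5.31 ± 2.36 in wF and 2.82 ± 0.922 in wL, with 1.34 to 8.01 over all 12 ewes. MF against wF gives a log2 change of -0.93 (SE 0.52), ML against wL 0.55, and both phases together -0.19 (SE 0.37, adjusted p = 0.99). The direction is thus opposite in the 2 phases, and none is called. *SYNM*, a filament protein of smooth muscle, spreads as widely within groups, 8.59 ± 4.79, 45.5 ± 30.3, 19.2 ± 5.45 and 23.5 ± 20.8 in MF, ML, wF and wL.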

In the KEGG analysis, most of the enriched pathways were closely related to metabolic pathways, which is consistent with a previous RNA-seq study that found that several metabolic pathways were enriched in the hypothalamus of sheep with different *FecB* genotypes, such as N-glycan biosynthesis, GnRH, and fatty acid biosynthesis (Zhang *et al.* 2019a). 

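*BMPR1B*, the receptor that carries the *FecB* mutation, is read in every ewe, and no difference between the genotypes passes the test. Its FPKM were 19.5, 17.0 and 14.2 in MF, 18.4, 6.4 and 3.59 in ML, 22.7, 6.86 and 17.7 in wF and 28.1, 10.1 and 23.1 in wL (BB against ++ log2 -0.52, SE 0.44, adjusted p = 0.99), which leaves room for a lower level in BB. Its lowest values stand in ML2, ML3, wF2 and wL2. *BMP4*, a ligand of it, read 1.30 ± 1.04, 1.54 ± 1.88, 1.90 ± 1.36 and 1.14 ± 0.815 (genotype log2 -0.22, SE 0.67, adjusted p = 0.99), and *GDF5* was too low to test, with no group mean above 0.0414. The TGFβ/BMP list did not move between MF and wF (median log2 -0.13, 11 of 31 higher, camera adjusted p = 0.153). It was higher in ML than in wL (median 0.20, 22 of 31, adjusted p = 0.00273, adjusted p = 0.635 with an estimated correlation, 0.0630 without wL1) and lower in MF than in ML (median -0.35, adjusted p = 0.0124, adjusted p = 0.502 with an estimated correlation). Over both phases together genotype gave a median of 0.09 (adjusted p = 0.118). *FST*, follistatin, which binds activin, fell in MF against ML (log2 -4.10, SE 0.74, adjusted p = 0.043), a call lost without MF1, MF2, ML2 or ML3. *FSTL1*, a related secreted protein, read 98.3 ± 62.9, 104 ± 48.6, 108 ± 42.2 and 75.4 ± 23.6, and with *FST* it forms the follistatin list, higher in ML than in wL (adjusted p = 0.0254, adjusted p = 0.613 with an estimated correlation, 0.0652 without ML3) and not after quantile normalization. ML2, ML3, wF2 and wL2 average 2.21 ± 0.0420 for the TGFβ/BMP list and the other 8 libraries 1.69 ± 0.216, each of the 4 above all 8.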

Interestingly, as the host signaling pathway of *FecB*, TGFβ/BMP was not enriched in both comparisons. Considering the molecular regulation of the *FecB* mutant, we hypothesized that the *FecB* mutant may have a house-keeping type functional role in the basic metabolic processes of non-ovary tissues in sheep.

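Tight junctions seal the oviductal epithelium, and claudins set what passes through them. Between the phases the list is not called: in MF against ML 17 of 30 genes were higher (median log2 0.03, mean -0.05, camera adjusted p = 0.404), in wF against wL 6 of 30 (median -0.42, adjusted p = 0.179). Pooled, the median is -0.19 (adjusted p = 0.191). It is -0.33 with the smooth muscle score as a covariate and -0.38 without ML2, ML3, wF2 and wL2, both added after the data were seen. *CLDN3*, a sealing claudin, read 19.2 ± 8.10 FPKM in wF and 37.2 ± 8.82 in wL and is not called. *YBX3*, a regulator bound to tight junctions, read 15.5 ± 4.92 in MF and 43.2 ± 16.1 in ML (log2 -1.46, adjusted p = 0.070), and in wF and wL 27.9 ± 13.3 and 20.3 ± 5.12, so the genotypes differ in direction. *AQP5*, a water channel from the ion and water transport list, read 153 ± 61.4 in MF and 28.9 ± 30.8 in ML (log2 2.22, adjusted p = 0.22), and *SLC12A2*, a chloride cotransporter of fluid secretion, 51.6 ± 9.26 and 18.1 ± 8.53 (log2 1.18, adjusted p = 0.081). That list was not called (pooled phase adjusted p = 0.29). It averages 2.01 in ML2, ML3, wF2 and wL2 and 2.98 in the other 8 libraries.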

In the present research, tight junction and cell junction were enriched in most of the comparisons., even in the comparisons between the *FecB*^BB^ and *FecB*^++^ genotypes. Similarly, the oviductal transcriptome study in *Ascaris lumbricoides* (Phuphisut *et al.* 2022) and goat (Sun *et al.* 2022) also demonstrated that the DE genes were functionally enriched in tight junction. The tight junction in oviduct epithelial cells serves as an essential component of the differentiated epithelial cell required for polarized transport and intercellular integrity and signaling. Regulating a wide range of early embryo development-related processes, which include cell–cell interactions, protein kinase C signaling, gap junctional communication, Na^+^/^K+^-ATPase and cellular energy status (Eckert and Fleming 2008), taken together, the present results further verified the close interlinked relationships between tight junction and sheep reproduction during estrous cycle. It's worth noting that the tight junction term was also enriched in the comparisons between the *FecB*^BB^ and *FecB*^++^ genotypes, considering the function of the *FecB* mutant in reproductive endocrinology, we conclude that the *FecB* mutant may also have some potential effect on the sheep oviductal epithelial cell tight junction and estrous characteristics, and eventually affecting estrus characteristics.

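No tight junction gene is called between the genotypes, and neither is the list. In MF against wF 21 of 30 genes were higher (median log2 0.21, camera adjusted p = 0.453). In ML against wL 10 of 30 were (median -0.28, mean -0.18, with camera's direction up, adjusted p = 0.801), and over both phases the median is -0.05 and the mean 0.02 (adjusted p = 0.579). *TJP1*, which encodes the scaffold ZO-1, comes nearest, at 6.93, 3.90 and 0.654 FPKM in ML and 1.27 in MF2, and listed at 0 in the other MF and in all wF and wL ewes (ML against wL adjusted p = 0.38). It passes when adjusted over the list alone. *CLDN1* read 49.1 ± 50.6 in ML and 9.82 ± 2.71 in wL (log2 1.78), and *CLDN10*, which forms ion pores, 36.7 ± 30.5 in MF and 142 ± 161 in wF (log2 -1.60). In the higher group the SD of either claudin is as large as its mean, so single ewes carry them. The paper concludes from the enriched term that *FecB* may have some effect on epithelial tight junctions. Of the 56 genes in the list 30 could be tested, and *TJP1* rests on paired transcripts only.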

### Interaction network of DE genes

To demonstrate the interaction between DE lncRNAs and corresponding DE mRNAs, we constructed an interaction network. In total, 137 target DE mRNAs of 33 DE lncRNAs were included in the network; LNC_018420 (47) and LNC_016630 (21) were the most highly connected lncRNAs. 

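Of the 146 pairs in Table S6, which join 26 lncRNAs and 128 genes, 49 reach an absolute Pearson r of 0.95 across the 12 libraries. The median absolute r is 0.521 and the median absolute Spearman rho 0.5, and 91 pairs are positive. Where a gene has more than 1 differential transcript, the strongest correlation was taken, so these values lean high. With gene sums in place of transcripts 30 pairs reach 0.95, with log2 values 11, by Spearman rho 1, and after the group means are removed 39. In 124 pairs more than 50% of the lncRNA's sum lies in 1 library, and in 68 pairs more than 90%. Without ML3 34 pairs reach 0.95. LNC_018420 and LNC_016630 are among those carried by 1 library. A correlation over 12 ewes that rests on 1 of them does not tell regulation from a peculiarity of that ewe.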

Among the target genes of LNC_018420 and LNC_016630, some, such as *ZNF* and *ADAMT* genes, were enriched in GO terms and KEGG pathways related to embryo development. ZNF proteins are the largest superfamily of transcript regulators in mammals, and numerous *ZNF* genes have been identified as important biomarkers in the development and differentiation of the nervous system, and are known to interact with multiple regulators in embryonic development (Nakamura *et al.* 2004; Senft and Macfarlan 2021). *ADAMT* proteins have platelet-associated activity, and have been suggested to affect endometrial receptivity in rats, resulting in implantation failure of the embryo (Cai *et al.* 2019). Hence, there is a high probability that LNC_018420 and LNC_016630 are the key regulators in embryo development, and their up- or down-regulation may exert different functions on sheep reproduction.

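Both lncRNAs are listed at 0 in 10 of 12 ewes, which without read counts does not show that they are absent. LNC_018420 is listed at 0 in all MF, wF and wL libraries and in ML1, and LNC_016630 in 10 of the 12 libraries, among them wL2 and wL3. LNC_016630 is above 1 FPKM in wL1 alone, and LNC_018420 in ML3 alone, with ML2 below 1. ML3, the ewe with LNC_018420, is also the library farthest out on the first principal component, with the lowest ciliated cell score, so the lncRNA is read in the library with the least ciliated cell RNA. The paper proposes, from *ZNF* and *ADAMT* targets enriched in terms of embryo development, that these 2 are with high probability key regulators of it. Whether *FST*, *DES* or any other gene responds to them cannot be read from 1 or 2 ewes.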

### Limitations of the study

It is cautionary to mention the limitations of our study, regarding the sample size and sheep breed, and sample collection. The small number of animals (3 for each group) could explain why small subsets of DE transcripts were identified in some comparisons, especially lncRNA. The accuracy results could be achieved by conducting the RNA-seq analyses at high replication levels. Besides, although the *FecB* has been detected in diverse sheep breeds, the effect of FecB mutation may differ across different breeds, for example, in STH sheep, 2 copies of the FecB mutation can increase the litter size of STH by 0.9–1.02, which is relatively lower than their effects on the Booroola sheep (1.1–1.7), hence, the results would potentially be different if the study was performed on oviduct tissue from different sheep breeds. Regarding the sample collection, only sheep of follicular and luteal phases were selected in the present study, the estrous change of sheep oviduct needs to be further investigated considering other phases such as the following follicular phase and diestrous phase. Finally, the present RNA-seq analyses are descriptive, although our results suggest possible reproductive functions of some coding or noncoding transcripts, their specific roles need to be further validated with functional experiments.

## Conclusions

The present oviductal transcriptome analysis reveals the expression profiles of the mRNAs and lncRNAs in sheep with 2 *FecB* genotypes during estrous cycle. In the oviduct of STH sheep, mRNAs and lncRNAs associated with fertilization and early embryo development were significantly enriched during the estrous cycle, such as *OVGP1*, *FSTL5*, LNC_006353, and LNC_018420. Our findings can provide an important reference dataset to study the reproductive function of sheep oviduct and offer subsets candidate genes and lncRNAs linked to oviductal function during estrous cycle in sheep.

## Supplementary Material

jkad270_Supplementary_Data

## Data Availability

The datasets generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE247022 (https://www.ncbi.nlm.nih.gov). Supplementary Table 1: primers used for the RT-qPCRs and sequences of the lncRNAs selected for sequencing validation; Supplementary Table 2: details of the sequencing data; Supplementary Table 3: details of the differentially expressed mRNAs and lncRNAs in 4 comparisons; Supplementary Table 4: details of the Gene Ontology (GO) enrichment analysis results; Supplementary Table 5: details of Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis results; Supplementary Table 6: detailed interaction network of differentially expressed mRNA–lncRNA pairs; Supplementary Table 7: detailed information of selected sheep for RNA-seq. Supplementary Fig. 1: high-resolution interaction network of differentially expressed mRNA–lncRNA pairs. Supplemental material available at G3 online.

How the deposited data were processed for this re-analysis (not part of the article)

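RNA from the oviduct isthmus of 12 Small-Tailed Han ewes was sequenced, 3 ewes each of *FecB* BB and *FecB* ++ in the follicular and the luteal phase (MF, ML, wF, wL). The authors removed adapters and poor reads with fastp, aligned to the sheep genome with HISAT2, assembled and quantified transcripts with StringTie, and deposited 1 table of FPKM per transcript and library. FPKM is already divided by transcript length and library size, and the sums per library differ. Reads and read counts were not analysed here, so the depth behind each value and the precision it gives are not known beyond the 81,446,054 to 106,239,400 clean reads per library of Table S2. The fragments behind the FPKM were estimated relative to MF1 from the most common ratio among transcripts below 0.05 FPKM in both libraries, a ratio held by 2.37 to 3.81% of them. The estimate is 0.952 to 1.02 in MF, 0.670 to 0.772 in ML, 0.754 to 1.15 in wF and 0.766 to 0.945 in wL, so low values rest on fewer fragments in ML than in MF. Tests designed for counts were therefore not used.

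All computations ran in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Values were taken as log2(FPKM + 0.1), features with a mean FPKM of at least 0.1 were kept, and limma with a trend was fitted with 4 group means over 12 libraries. A transcript or gene was called at an adjusted p (Benjamini and Hochberg, over all tested features of its kind) under 0.05 and an absolute log2 change of at least 1, the paper's thresholds. Contrasts were MF against ML, wF against wL, MF against wF, ML against wL, phase and genotype pooled, and their interaction. Counts of genes passing within a list use the adjusted p alone, over all genes or over the list alone as stated. Simulated data with 200 changed features were used to test the steps for MF against ML: with 8,676 genes 24, 62, 78 and 90% of changes of log2 1, 2, 3 and 4 were found, and with 31,290 mRNA transcripts 0, 26, 52 and 58%. Small simulated changes in single transcripts were thus mostly missed. Changes of 1 and 3 were all increases in MF and those of 2 and 4 all decreases, so size and direction are not separated. The simulated values were normal with no floor at 0 FPKM, so transcripts with many zeros may be recovered at other rates.

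Transcripts were paired with genes through a sheep reference newer than the paper's, 853 accessions with their version, 15,189 ignoring it and 13 mitochondrial genes by gene identifier, so 34.8% of the mRNA transcripts are paired. No coordinates were used. Gene sums add the FPKM of paired transcripts and are incomplete for that reason. 893 of the 908 transcripts of Table S3 stand in the table. The 24 gene lists are ABC transporters, AMPK, cell cycle, ciliated cells, complement and innate immunity, endoplasmic reticulum, endothelium, fibroblasts, follistatin, glycine and serine, Hippo, immediate early and heat shock, ion and water transport, leukocytes, mesothelium, PPAR, red blood cells, ribosomal proteins, SAGA, secretory epithelium, smooth muscle, steroid receptors, TGFβ/BMP and tight junction. They were written from the paper and general knowledge before the data were examined, and tested with camera at a correlation of 0.01, with the estimated correlation and with fry, whose p tests movement in 1 direction.

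Genes are named by a rule fixed at the start: every gene the paper names, and for each comparison up to 5 called features per direction (10 in pooled contrasts) of largest change, with groups that do not overlap, a mean FPKM of at least 1 in the higher group and, for genes, a symbol. Where fewer than 5 were called, those of smallest unadjusted p fill up to 5. From each list the 4 members of smallest adjusted p were looked at. The values of Table S3 had been seen when this rule was written. All p values are 2-sided. Tests of library medians, counts, list scores and single abundant transcripts are exact permutation tests, whose smallest p is 0.1 for 3 against 3 libraries, 0.00216 for 6 against 6, and 0.005 with labels exchanged within strata. Counts of calls were also made for other divisions of the same libraries, 10 within a pair of groups and 100 in pooled contrasts, the real one included. On and off counts take 0 in all 3 libraries of a group and above 0 in all 3 of the other. Pairs of lncRNA and mRNA were correlated over the 12 libraries with a limit of 0.95 for the absolute r. The strongest correlation was taken for a gene with more than 1 differential transcript.

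Chosen in advance as other settings were an added value of 1, no filter, a mean FPKM of at least 1, quantile normalization, age as a covariate, the replicate number as a block, and a fit of only the 6 libraries compared. Also chosen in advance, each library of a comparison was left out in turn, but none outside it. Medians were also taken above 1 FPKM, with zeros included, as means and after rescaling. Added after the data were seen were leaving out ML2, ML3, wF2 and wL2, the smooth muscle score as a covariate, and gene sums with the transcripts of Table S3. The grouping of those 4 libraries, the tests of list scores, reads and *HOX* genes on them, the exact tests of list scores, the test of low values and the test of mitochondrial genes were also chosen after the data were seen. GO and KEGG enrichment, target prediction, RT-qPCR and histology were not repeated. RT-qPCR values of single ewes were not used here. 1 result on a single gene is not reported here.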

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

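The tests of the 4 libraries, of the list scores and of the low values were chosen after the results were seen, and the other divisions of the libraries were planned.

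ML2, ML3, wF2 and wL2 lie apart from the other 8 libraries on the first principal component. A larger share of smooth muscle in the sampled piece may be the cause: 12 of 12 smooth muscle genes load towards them and 27 of 28 ciliated cell genes away. The 4 were picked on that component, so these loadings are partly built in and do not test the cause. Fibroblast (11 of 11) and endothelial genes (7 of 8) load towards them too, and 6 of 17 leukocyte genes. The loadings thus do not single out smooth muscle. Depth or base quality are argued against, since at most 1 of the 4 lies outside the range of the other 8 in clean reads, Q30 or GC content of Table S2. Tissue nearer the uterus could give *HOXA10* at 50.3, 57.5, 36.5 and 11.5 FPKM in ML2, ML3, wF2 and wL2 against at most 1.05 elsewhere. Of the tested *HOX* genes of groups 9 to 13, 28.6% stand above all others in each of the 4 (11.1% of those of lower groups). In at least 3 of the 4, 6 of 7 do so, and of the 9 tested in lower groups *HOXA2*, *HOXC6*, *HOXB7* and *HOXD8*. *HOXA9*, *HOXA10*, *HOXA11* and *HOXD10* load strongly on the component from which the 4 were picked, so their high values are partly built in. Whether muscle share or position along the tract differed stays open, and 2 of the 4 belong to ML, so MF against ML carries it.

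Endoplasmic reticulum genes are higher in the follicular phase, with a median log2 change of 0.94 (adjusted p = 0.192 with an estimated correlation). Muscle share as the whole cause is argued against, because the median is 0.85 with the smooth muscle score as a covariate. Scaling of the deposited FPKM is argued against as well, at 0.82 after quantile normalization. What stays open is which cells carry the change, and whether each makes more of these RNAs or more such cells are present. The secretory epithelium list has only 6 tested genes (median log2 0.40, 4 of 6 higher). The fibroblast list leans up in the follicular phase too (median log2 0.75, 8 of 11 higher). Neither list is called by phase.

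Cell cycle genes are higher in the follicular phase, with a median log2 change of 1.30 (adjusted p = 0.192 with an estimated correlation). With the smooth muscle score as a covariate the median is 1.38 and after quantile normalization 1.36, which argues against muscle share and scaling. Both genotypes share the direction. Which cells divide stays open, as epithelium, stroma and leukocytes all hold these genes.

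*BUB1* has a phase effect in BB ewes that exceeds that in ++ ewes by 4.79 on the log2 scale, a size that depends on the value added to FPKM. That effect rests on a single paired transcript. The 13 mitochondrial genes have a phase effect lower by 2.09 in BB than in ++ (log2 -2.09). The lowest *HOXA10* of the 4 libraries apart is 11.5 FPKM.

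Of the Table S3 mRNAs listed at 0 in 1 group, those with another paired transcript of the gene have in 35.5% a gene sum that changes at least 2-fold the same way, and the median of the other group is 1.20 FPKM. That median excludes nothing, because the entries were called against a group at 0, so values near the detection limit stay open as a cause, as do reads assigned to other transcripts of the same gene.

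Within a pair of groups there are only 10 divisions into 3 and 3, the real one included, too few for a share under 0.05. For mRNA transcripts the real count and the highest other count are 85 and 9 for MF against ML (1 division as large), 3 and 18 for wF against wL (7), 5 and 12 for MF against wF (4), and 10 and 364 for ML against wL (3). For lncRNAs they are 3 and 3 (2), 0 and 3 (10), 0 and 3 (10), and 1 and 31 (4), and for genes 150 and 1 (1), 0 and 1 (10), 2 and 1 (1), and 0 and 518 (10). Gene lists give 7 and 7 (2), 7 and 7 (3), 6 and 9 (5), and 10 and 8 (1), and on and off transcripts 492 and 364 (1), 251 and 335 (7), 267 and 328 (4), and 307 and 423 (2). The 518 genes come from ML2, ML3 and wL2 against ML1, wL1 and wL3, where the real division calls 0, which points to a structure of the samples other than genotype. In the pooled contrasts 1 of 100 divisions, which is the real one, is as large for genes by phase (74, highest other 53), 36 for genes by genotype (1, highest other 178), 27 for the interaction (1, highest other 124), 57 for lists by phase (5, highest other 11) and 96 for lists by genotype (2, highest other 11).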

How the results depend on the processing

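The alternatives without ML2, ML3, wF2 and wL2, with the smooth muscle score and with gene sums from Table S3 were added after the data were seen, and all others were planned. Where a value moved, the cause was not tested. Counts below are of called features, with the value of the text first where it helps.

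With transcripts above 1 FPKM, the phase difference of the mRNA median goes from -0.0249 to -0.0124 (exact p = 0.104), the genotype difference of mRNAs from 0.00192 to -0.00747, the phase difference of lncRNAs from -0.00435 to 0.00584, and in BB ewes from -0.0113 to 0.0109. The difference in detected mRNAs goes from -345 to -559 (exact p = 0.0303) and in detected lncRNAs from 289 to -200, in BB ewes from 8 to -355 and in ++ ewes from 570 to -45. With zeros included the mRNA phase difference is -0.0150 (exact p = 0.0693), the mRNA genotype difference -0.000996, the lncRNA phase difference 0.00212 and the lncRNA genotype difference -0.00235 in place of 0.00220. As means the mRNA phase difference is -0.00917 (exact p = 0.0779), the mRNA genotype difference -0.00432 and the lncRNA phase difference in ++ ewes -0.000434 in place of 0.00258. Rescaled to equal sums the last is -0.00814.

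Of the pairs of Table S6 49 pass by Pearson r, 1 by Spearman rho and 11 with log2 values. On and off transcripts with limits of 0.05 and 0.5 FPKM go from 492 to 124 for MF against ML, 251 to 47 for wF against wL, 267 to 44 for MF against wF and 307 to 73 for ML against wL. Gene sums that move with their Table S3 transcript go, with a pseudocount of 1, from 41 to 26 for wF against wL and from 42 to 23 for MF against wF.

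With age as a covariate 15 mRNA transcripts are called for MF against ML and 4 for ML against wL, and 28 genes for MF against ML, 1 for MF against wF, 15 for phase, 0 for genotype and 0 for the interaction. With the estimated correlation 0 lists are called in every contrast, in place of 7 for MF against ML, 7 for wF against wL, 6 for MF against wF, 10 for ML against wL, 5 for phase and 2 for genotype. With Table S3 transcripts in the gene sums (added after the data were seen) 5 genes are called for ML against wL, 2 for genotype and 2 for the interaction. With a mean FPKM of at least 1, 0 mRNA transcripts are called for wF against wL, 1 for MF against wF and 1 for ML against wL, 1 lncRNA for MF against ML and 0 for ML against wL, and 0 genes for MF against wF, for genotype and for the interaction. With no filter these are 9 mRNA transcripts for wF against wL and 16 for MF against wF, 10 lncRNAs for MF against ML, and 84 genes for MF against ML, 1 for wF against wL, 2 for genotype and 3 for the interaction. With only the 6 libraries compared, 0 mRNA transcripts are called for wF against wL, 1 for MF against wF and 4 for ML against wL, 0 lncRNAs for MF against ML and for ML against wL, and 10 genes for MF against ML and 2 for wF against wL.

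A pseudocount of 1 gives 2 mRNA transcripts for MF against wF and 5 for ML against wL, 0 lncRNAs for MF against ML and for ML against wL, and 1 gene for MF against wF, 1 for ML against wL and 0 for genotype. Quantile normalization gives 8 mRNA transcripts for MF against wF and 6 lists for ML against wL, and it moves the median change of all mRNA transcripts for wF against wL from -0.152 to -0.0204.

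The replicate number as a block gives 2 mRNA transcripts for MF against ML, 0 for wF against wL, 0 for MF against wF and 2 for ML against wL, 22 lncRNAs for MF against ML and 0 for ML against wL, 55 genes for MF against ML, 1 for MF against wF, 0 for genotype and 0 for the interaction, and 4 lists for genotype. The numbers are not known to pair ewes, and not every library correlates best with its own number: 3, 4, 0 and 3 of 6 do so for MF with ML, wF with wL, MF with wF and ML with wL, with correlations of residuals for the same number of 0.00812 to 0.153, 0.0649 to 0.385, -0.163 to 0.0214 and -0.188 to 0.348. The values do not settle whether the numbers pair ewes, so a loss of calls with the block is not described as a weaker effect.

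With the smooth muscle score as a covariate (added after the data were seen) 2 mRNA transcripts are called for MF against ML, 2 for MF against wF and 2 for ML against wL, 0 lncRNAs for MF against ML, and 1 gene for MF against ML, 1 for MF against wF, 137 for phase, 0 for genotype and 0 for the interaction, with 3 lists for ML against wL and 7 for genotype. The direction turns in this list: ciliated epithelium, MF vs wF (adjusted p = 0.000172), and in the same comparison for endothelium (0.936) and smooth muscle (0.936). Without ML2, ML3, wF2 and wL2 (added after the data were seen) 328, 57, 14 and 223 mRNA transcripts are called for MF against ML, wF against wL, MF against wF and ML against wL, 45 lncRNAs for MF against ML and 21 for ML against wL, 4 genes for wF against wL, 14 for ML against wL, 10 for genotype and 11 for the interaction. Lists number 4 for MF against ML, 3 for MF against wF and 3 for ML against wL, and the direction turns for ciliated epithelium in MF vs ML (adjusted p = 0.387), for cell cycle in ML vs wL (0.978) and in the pooled list: ciliated epithelium, follicular vs luteal, both genotypes (0.000470).

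With 1 library left out, the lowest and highest mRNA counts are 15 (without MF1) and 158 (ML1) for MF against ML, 5 (wF1) and 33 (wL2) for wF against wL, 8 (MF1) and 19 (wF3) for MF against wF, and 11 (wL3) and 56 (ML1) for ML against wL. For lncRNAs they are 1 (MF2) and 14 (ML2), 0 (wF1) and 1 (wL2), 0 and 0, and 0 (ML3) and 4 (wL2). For genes they are 1 (MF2) and 177 (MF3), 0 (wF3) and 2 (wL2), 1 (MF1) and 5 (MF3), and 0 (ML3) and 12 (ML2), with 5 (MF2) and 103 (ML3) for phase, 0 (MF1) and 2 (wL2) for genotype and 0 (MF1) and 7 (ML2) for the interaction. Lists range from 7 to 8 for MF against ML, 4 (wF2) to 8 (wL2) for wF against wL, 2 (wF2) to 9 (wF1) for MF against wF, 4 (ML3) to 11 (wL2) for ML against wL, 4 (ML3) to 6 (ML2) for phase and 1 (wF3) to 6 (ML1) for genotype. Pairs range from 34 (ML3) to 53 (wF2).

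The phase difference in detected transcripts ranges, for mRNAs, from -566 (ML3) to -197 (ML2) with exact p = 0.00866 to 0.481, in BB ewes from -713 (ML3) to 209 (ML2) and in ++ ewes from -704 (wL1) to -306 (wL2). For lncRNAs it ranges from -15.2 (ML1) to 807 (ML2), in BB ewes from -930 (MF3) to 1,350 (ML2) and in ++ ewes from 348 (wF3) to 826 (wF2). Differences of medians range from -0.00608 (ML2) to 0.00670 (MF1) for lncRNAs by genotype, -0.00363 (ML1) to 0.00548 (MF3) for mRNAs by genotype, -0.00240 (wL3) to 0.00531 (wL1) for lncRNAs by phase in ++ ewes, -0.0245 (MF3) to 0.00659 (ML2) in BB ewes, and -0.00915 (MF3) to 0.00371 (ML2) for lncRNAs by phase.

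Of the 58 calls of named genes, 34 are lost with age, 31 of 38 with only the 6 libraries, 17 with a pseudocount of 1, 2 with quantile normalization, 31 with the block, 32 with the smooth muscle score, 36 without the 4 libraries and 3 of 32 with Table S3 transcripts in the sums. None turns its direction.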

Differences from the paper's values

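The added alternatives named here were chosen after the data were seen, and all others were planned.

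The paper gives 431 differential mRNAs for MF against ML, 206 for wF against wL, 214 for MF against wF and 207 for ML against wL, where 85, 3, 5 and 10 are called here. For lncRNAs the paper gives 45, 12, 14 and 12, where 3, 0, 0 and 1 are called. The paper used DESeq, while limma was run here on log2 FPKM values, so the tests differ too. In simulated data for MF against ML, which had no floor at 0 FPKM, limma found 0 to 58% of mRNA transcripts changed by log2 1 to 4. Of the paper's mRNAs, 191 of 431, 66 of 206, 66 of 214 and 103 of 207 have an unadjusted limma p under 0.01. The 33, 3, 5 and 8 mRNAs called by both tests all share the direction. In each of the 8 comparisons all 13 settings chosen in advance differ from the paper. They range from 2 to 158, 0 to 33, 0 to 19 and 1 to 56 for mRNAs and from 0 to 22, 0 to 1, 0 to 0 and 0 to 4 for lncRNAs. Of the pairs of lncRNA and mRNA the paper gives 146, where 49 reach the limit here, with 1 to 53 over 15 settings, all different from the paper's.

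Most of the paper's called mRNAs found by a setting chosen in advance are 75 of 431 for MF against ML (only the 6 libraries, 57 beyond those called in the text, 356 not called), 15 of 206 for wF against wL (without wL2, 12 beyond), 11 of 214 for MF against wF (no filter, 6 beyond) and 15 of 207 for ML against wL (without wL2, 7 beyond). For lncRNAs it is 10 of 45 for MF against ML (block, 8 beyond), and 0 in every alternative for the other comparisons. Only 36, 10, 10 and 8 of the paper's 45, 12, 14 and 12 lncRNAs stand in the deposited values. The others could not be called in any setting, and the lncRNAs counted below as dropped include them. Leaving out ML2, ML3, wF2 and wL2, added after the data were seen, calls 44 of the paper's 431 and drops 387, 14 of 206 and drops 192, 6 of 214 and drops 208, and 17 of 207 and drops 190. For lncRNAs of MF against ML the same alternative, added after the data were seen, gives the paper's count of 45 but calls 4 of the paper's and drops 41, and for ML against wL it gives 21, calls 0 and drops 12.

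The paper states that LNC_006353 is higher in the follicular phase, and here its luteal mean is the higher over both genotypes, through ML, while in ++ ewes the follicular mean is the higher. None of these differences passes. It states that LNC_006270 is high in BB ewes, and here 2 ewes of each genotype read it at similar levels. It states that *EEF1D* is high in ++ ewes, and here MF ewes read another transcript of it. It states that more transcripts are active in the luteal phase, and here no difference in the numbers above 0.1 FPKM passes with all libraries, while above 1 FPKM, or above 0.1 FPKM without ML3, more mRNAs are found in the luteal phase. It finds the numbers of calls by phase and by genotype similar, and here phase calls more genes than genotype.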

Other observations

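The tests of mitochondrial genes and of low values were chosen after the results were seen. The 13 protein genes of the mitochondrial genome have phase effects of opposite direction in the 2 genotypes. They were lower in MF than in ML by a mean log2 of -1.31 (0 of 13 higher, 11 without overlap) and higher in wF than in wL by 0.79 (13 of 13 higher, 11 without overlap), and lower in MF than in wF (-0.88) and higher in ML than in wL (1.22), each with exact permutation p = 0.1, the smallest for 3 against 3. Library means are 6.19, 5.62 and 6.10 in MF, 7.79, 6.68 and 7.37 in ML, 6.95, 6.79 and 6.80 in wF, and 6.23, 5.87 and 6.07 in wL. The difference between the phase effects is -2.09 (exact permutation p = 0.005, the smallest possible, with phases exchanged within genotypes). Library preparation by ewe is not described, and mitochondrial RNA also follows muscle and tissue handling, so the cause stays open.

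Of the genes that rose in the follicular phase over both genotypes, *NUCB2*, *SLPI* and *TAC3* encode secreted products. The endoplasmic reticulum list rises in either genotype by camera at a correlation of 0.01 but not with an estimated correlation (adjusted p = 0.36 in MF against ML and 0.42 in wF against wL), and none of its genes passes over all genes in wF against wL. *CNTNAP4*, a cell adhesion protein of neurons, rose too (log2 2.43, SE 0.35, adjusted p = 0.018; 5.23 ± 1.16 FPKM in MF, 0.592 ± 0.154 in ML, 4.89 ± 2.99 in wF and 1.21 ± 0.668 in wL), as did *GALNT5*, which starts mucin glycans (log2 2.01, SE 0.30, adjusted p = 0.021). In the luteal phase *FOXS1*, a transcription factor of pericytes (log2 -1.28, SE 0.19, adjusted p = 0.019), *HLF*, a clock output factor (-1.25, adjusted p = 0.039), and *SLCO3A1*, a prostaglandin transporter (-1.45, SE 0.23, adjusted p = 0.028), are the higher.

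A hypothesis follows for the transcripts that Table S3 lists at 0 in 1 group: many may be differences in which transcript the assembler assigned reads to, and not in the level of the gene. 745 mRNA entries are at 0 in 1 group, and 555 of them belong to a gene with another paired transcript. For 197 of these (35.5%) the gene sum changes at least 2-fold the same way, and the listed transcript makes up a median of 13.4% of the gene sum. By comparison, in the order below, these are 92 of 199, 28 of 120, 33 of 122 and 44 of 114. Among all entries the gene sum does so for 146 of 301, 41 of 161, 42 of 157 and 59 of 156, so those at 0 hardly stand out. Transcripts not paired with a gene are missing from all these sums. The other group has a median of 1.20 FPKM, which says nothing on low levels as a cause, since entries called against a group at 0 had to lie above it. Counts 279 of 431, 156 of 206, 160 of 214 and 150 of 207 give the entries with a 0 for MF against ML, wF against wL, MF against wF and ML against wL, and 305, 129, 136 and 138 have groups that do not overlap. Junction reads would tell the 2 apart and were not analysed here.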
